# Prominin 1/CD133 Endothelium Sustains Growth of Proneural Glioma

**DOI:** 10.1371/journal.pone.0062150

**Published:** 2013-04-25

**Authors:** Bi-Sen Ding, Daylon James, Rajiv Iyer, Ilaria Falciatori, Dolores Hambardzumyan, Su Wang, Jason M. Butler, Sina Y. Rabbany, Adília Hormigo

## Abstract

In glioblastoma high expression of the CD133 gene, also called Prominin1, is associated with poor prognosis. The PDGF-driven proneural group represents a subset of glioblastoma in which CD133 is not overexpressed. Interestingly, this particular subset shows a relatively good prognosis. As with many other tumors, gliobastoma is believed to arise and be maintained by a restricted population of stem-like cancer cells that express the CD133 transmembrane protein. The significance of CD133^+^ cells for gliomagenesis is controversial because of conflicting supporting evidence. Contributing to this inconsistency is the fact that the isolation of CD133^+^ cells has largely relied on the use of antibodies against ill-defined glycosylated epitopes of CD133. To overcome this problem, we used a knock-in *lacZ* reporter mouse, *Prom1^lacZ/+^*, to track Prom1^+^ cells in the brain. We found that Prom1 (prominin1, murine CD133 homologue) is expressed by cells that express markers characteristic of the neuronal, glial or vascular lineages. In proneural tumors derived from injection of RCAS-PDGF into the brains of tv-a;*Ink4a-Arf^−/−^ Prom1^lacZ/+^* mice, Prom1^+^ cells expressed markers for astrocytes or endothelial cells. Mice co-transplanted with proneural tumor sphere cells and Prom1^+^ endothelium had a significantly increased tumor burden and more vascular proliferation (angiogenesis) than those co-transplanted with Prom1^−^ endothelium. We also identified specific genes in Prom1^+^ endothelium that code for endothelial signaling modulators that were not overexpressed in Prom1^−^ endothelium. These factors may support proneural tumor progression and could be potential targets for anti-angiogenic therapy.

## Introduction

Glioblastoma (GBM) is the name given to the most common and aggressive primary brain tumor of adults. Although histologically identical, different subtypes of glioblastoma can be identified by immunohistochemical and genetic analysis and correlate with different prognoses [1], [2], [3]. Molecular classification identifies 3 or 4 GBM subclasses [1], [2], [3]. One subtype, the proneural GBM occurs in patients who are usually younger, have longer survival and have tumors enriched in PDGFA receptor [2] andOlig2 [3]. CD133 is a marker of neural stem cells and of a unique population of rare cells, believed to be “cancer stem cells”. CD133 is found in many malignant tumors, including glioblastoma [4], [5] and is highly expressed in poor prognosis subtypes along with markers of proliferation and angiogenesis [1], [2], [3]. However, CD133 is not believed to be a signature of the proneural subclass [1]. Microvascular proliferation is a histologic characteristic of all subtypes of GBMs and CD133 is expressed by the vascular structures in these tumors [6]. In a glioma mouse model induced by human PDGFb, CD133 expressing cells were among recruited cells and were not derived from the progeny of glioma cell-of-origin [7].

CD133/Prom1/AC133 is a cholesterol binding pentaspan membrane glycoprotein that localizes to microvilli or cilia in the apical domain of epithelial and non-epithelial cells [8], [9]. It is conserved among different species [10] and it is expressed as tissue-specific splice variants both in human [11] and in mouse [12]. The biological function of the protein remains largely unknown, although lack of Prom1 has been linked to degeneration of photoreceptors and vision loss [13]. In normal brain, CD133^+^ stem cells reside in the subventricular zone (SVZ) and in the hippocampal subgranular zone (SGZ) neural and vascular niches [14], [15] and are thought to be maintained by growth factors, such as pigment epithelium-derived factor (PEDF) [15], [16] and brain-derived neurotrophic factor (BDNF) [16]. CD133 positive cells identified in many malignant tumors including glioblastoma are believed to be cancer stem cells, a subset of malignant cells that are resistant to most therapeutic endeavors. Survival of these cells after treatment is believed to lead to early recurrence of the glioblastoma. The identification of the cells has been based on antibody recognition of posttranslational modifications of CD133 protein, however the expression of the glycosylated epitopes can be variable and even absent [17] and therefore this technique can lead to discrepancies in determining organ and cell-lineage specific expression pattern of Prom1/CD133 [18], [19], [20]. The lack of an operational marker and faithful or authentic genetic reporter greatly limits the identification of the mechanistic role of CD133 cells as brain stem-like cells and endothelial progenitors. To study the contribution of CD133 to proneural GBM subgroup formation and elucidate the intertwined relation between CD133^+^ neural stem cells and vasculature *in vivo,* we used a mouse model in which the reporter gene *LacZ* was introduced in the *Prom1* locus under control of *Prom1* promoter [12], thus avoiding the limitations created by deficient recognition of a functional group on CD133 protein. We found that Prom1 is expressed by cells that have morphological phenotypes and express markers for neurons, astrocytes, neural progenitor cells, ependyma or endothelial cells in the normal adult brain. We also found that in proneural GBM-like tumors, Prom1 is expressed by endothelium. In these tumors, Prom1endothelium supports microvascular proliferation and accelerates tumor growth by producing biologically active factors that may promote progression. These factors should be considered potential targets in the development of anti-angiogenic therapies.

## Results

### Prom1 is Widely Expressed in the Adult Brain

To determine the distribution of Prom1 cells in the mouse brain, we detected ß-galactosidase activity by using X-gal staining in the *Prom1^lacZ/+^* mouse brain. Compared to other antibody-based isolation and detection, this mouse line carries ß-galactosidase driven by the endogenous *Prom1* promoter, thereby providing faithful tracking of Prom1^+^ cell lineage. The Prom1^+^ cells were found throughout the entire brain (Fig. 1 and Figure S1). They were common along the rostro-migratory pathway (Fig. 1 A and Figure S1A), subventricular zone (SVZ), hippocampal dentate gyrus (Fig. 1 B and C), Purkinje cell layer and adjacent granular and molecular layers and less common in the white matter and nuclei of the cerebellum (Fig. 1 F and G). Prom1^+^ cells also lined the ependymal epithelium of the lateral (Figure S1 C and D), third and fourth ventricles and aqueduct.

**Figure 1:**
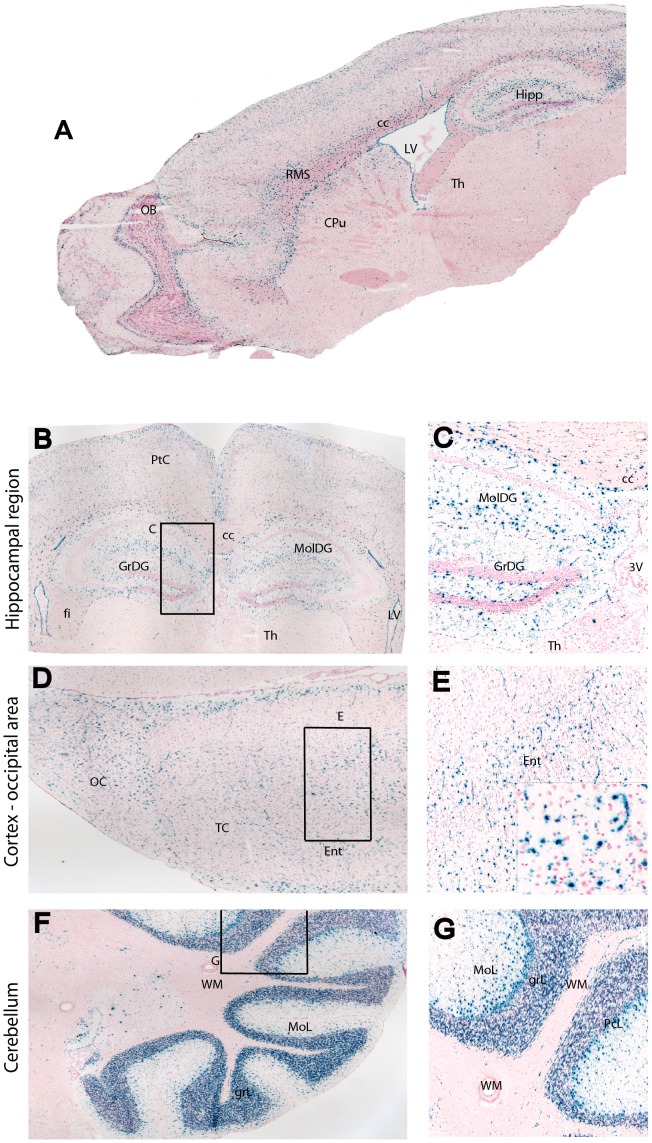
Prom1^+^ cells are present throughout the brain of an eight-week old *Prom1^lacZ/+^* mouse model. (A) X-gal staining of Prom1 cells in sagittal section of the brain. (B–F, left panel) Low-power and respective magnified images (C-G, right panel) of anteroposterior coronal sections showing the distribution of ß-galactosidase activity in the hippocampus (B, C), occipital cortex (D, E) and cerebellum (F, G). Abbreviations: CPu, caudate/putamen; Ent, enthorinal cortex; fi, fimbria; GrDG, granular layer dentate gyrus; GrL, granular layer cerebellum; hipp, hippocampus; LV, lateral ventricle; MolDG, molecular layer dentate gyrus; MoL, molecular layer cerebellum; OB, olfactory bulb; OC, occipital cortex; PcL, Purkinje cell layer; RMS, rostral migratory stream; Tc, temporal cortex; Th, thalamus; WM, white matter; 3V, third ventricle.

### Prom1 Protein is Expressed by Cells with Neuronal, Astrocytic and Endothelial phenotypes

To assess the subset of cells in the brain that express prominin-1, confocal microscopy was used to analyze co-immunostained sections of the *Prom1^lacZ/+^* mouse brain with neural cells specific markers and anti-ß-galactosidase monoclonal antibodies. A subset of ß-galactosidase expressing cells in the olfactory bulb were calretinin^+^ (Figure S2A), a characteristic of post-mitotic interneurons. We detected a large number of prominin-1^+^ cells within the rostral migratory stream (RMS) that co-immunostained for ß-galactosidase and doublecortin (DCX) (Figure S2B), a marker for neurogenesis and migrating neuroblasts. ß-galactosidase expressing cells were also found in the SVZ (Figure S2C) and hippocampus and showed co-staining for glial fibrillary acidic protein (GFAP) (Fig. 2 A), a marker for astrocytes and also known to label neural stem cells. ß-galactosidase expressing cells found within the Purkinje cell layer in the cerebellum exhibited co-immunostaining for calbindin, a neuronal marker for those cells in the cerebellum (Fig. 2 B). We confirmed by electron micrographs that electron-dense X-gal crystals localized to the cytoplasm of Purkinje cells in the cerebellum (Fig. 2 C). In a detailed inspection, we found rare co-localization of ß-galactosidase with Olig2 in the SVZ and hippocampus. There was no co-localization of ß-galactosidase with CNPase, which detects myelin. To characterize ß-galactosidase expressing cells residing in the VZ and SVZ, we performed confocal analysis and found co-immunostaining for ß-galactosidase and CD24, a surface protein expressed by ependymal cells (Figure S2D). The expression of ß-galactosidase in ependyma was further validated by obtaining electron micrographs that revealed electron-dense X-gal crystals in the cytoplasm of the ependymal cells (Figure S2H and I). In addition to the presence of these electrodense granules in the ependyma, they were also found in SVZ astrocytes.

**Figure 2:**
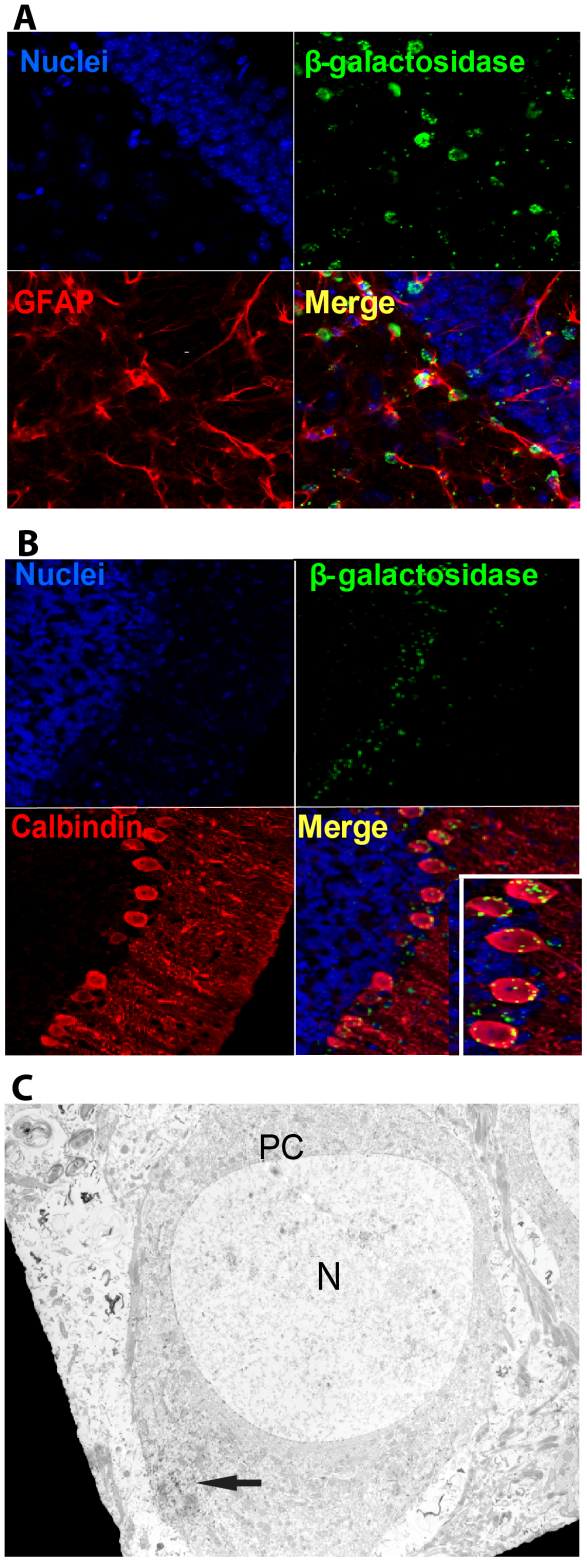
Prom1^+^ neural cells are distributed in the hippocampus and cerebellum of *Prom1^lacZ/+^* in an eight-week old mouse. (A) Z-stack confocal image showing coimmunostaining for ß-galactosidase (green) and GFAP (red) astrocytic cells in the hippocampus and (B) calbindin (red) Purkinje cells in the cerebellum. (C) Electron micrograph shows electron-dense X-gal crystals (arrow) localized in the cytoplasm of Purkinje cells. Abbreviations: N, nucleus; PC, Purkinje cell.

To elucidate whether primary precursor cells express ß-galactosidase, we analyzed both the rapidly and slowly dividing cells in SVZ and olfactory bulb. Mice received BrdU (1 g/L) in drinking water for two weeks followed by three weeks without BrdU [21]. In mice sacrificed immediately after treatment, we found cells that co-immunostained for both anti-ß-galactosidase and anti-BrdU antibodies (Figure S2E), whereas those sacrificed three weeks after the cessation of BrdU administration, there was no co-immunostaining (Figure S2F). These findings suggest that cells that co-express ß-galactosidase and BrdU in the SVZ are rapidly dividing cells, such as transient amplifying progenitor cells that generate olfactory bulb neuronal cells. Some of these progenitor cells might still have remaining morphological characteristics of their cell of origin and contain residual GFP. The absence of co-immunostaining for ß-galactosidase and BrdU in ependymal cells at two weeks (Figure 2 SG), excluded prominin-1^+^/CD24^+^ as transient amplifying cells.

To delineate the relation of those ß-galactosidase expressing cells within the brain vascular niche, we co-immunostained sections with anti-ß-galactosidase antibody and anti-CD31 antibody, a marker of endothelial cells. We found that a subset of CD31 cells express Prom1 (Fig. 3 A). Triple staining using anti-ß-galactosidase antibody, anti-CD31 antibody and anti-GFAP showed that some Prom1^+^ CD31^+^ vessels were wrapped along processes of astrocytic cells (Fig. 3 D). Next we used flow cytometric analysis to verify the endothelial identity of a subpopulation of Prom1^+^. There were 0.5% of CD31-positive brain endothelial cells that co-expressed Prom1 (Fig. 3 B). To further confirm this observation we decided to use VEGFR2, another endothelial marker. Using fluorescence activated cell sorting (FACS) on cells isolated from the brain of transgenic mice expressing green fluorescent protein (GFP) under control of the VEGFR2 promoter, we found that the subpopulation of VEGFR2-GFP endothelial cells co-expressing Prom1 represents 0.3±0.06% (N = 5) (Fig. 3 C). We also confirmed, using electron microscopy, that a subset of capillary endothelial cells in the brain expresses Prom1 and exhibited luminal protrusions, a characteristic of activated endothelium (Fig. 3 E). In summary, the expression of prominin1 is quite widespread in the brain. In fact, we found Prom1 expression in cells as diverse as ependyma epithelial cells, a population of GFAP positive cells in the SVZ and SGZ and Prom1^+^ DCX neuroblasts. These neuroblasts are known to migrate and to become calretinin^+^ neurons in the olfactory bulb. In addition, non-neural cells, such as morphologically activated endothelial cells also express Prom1 in the brain.

**Figure 3:**
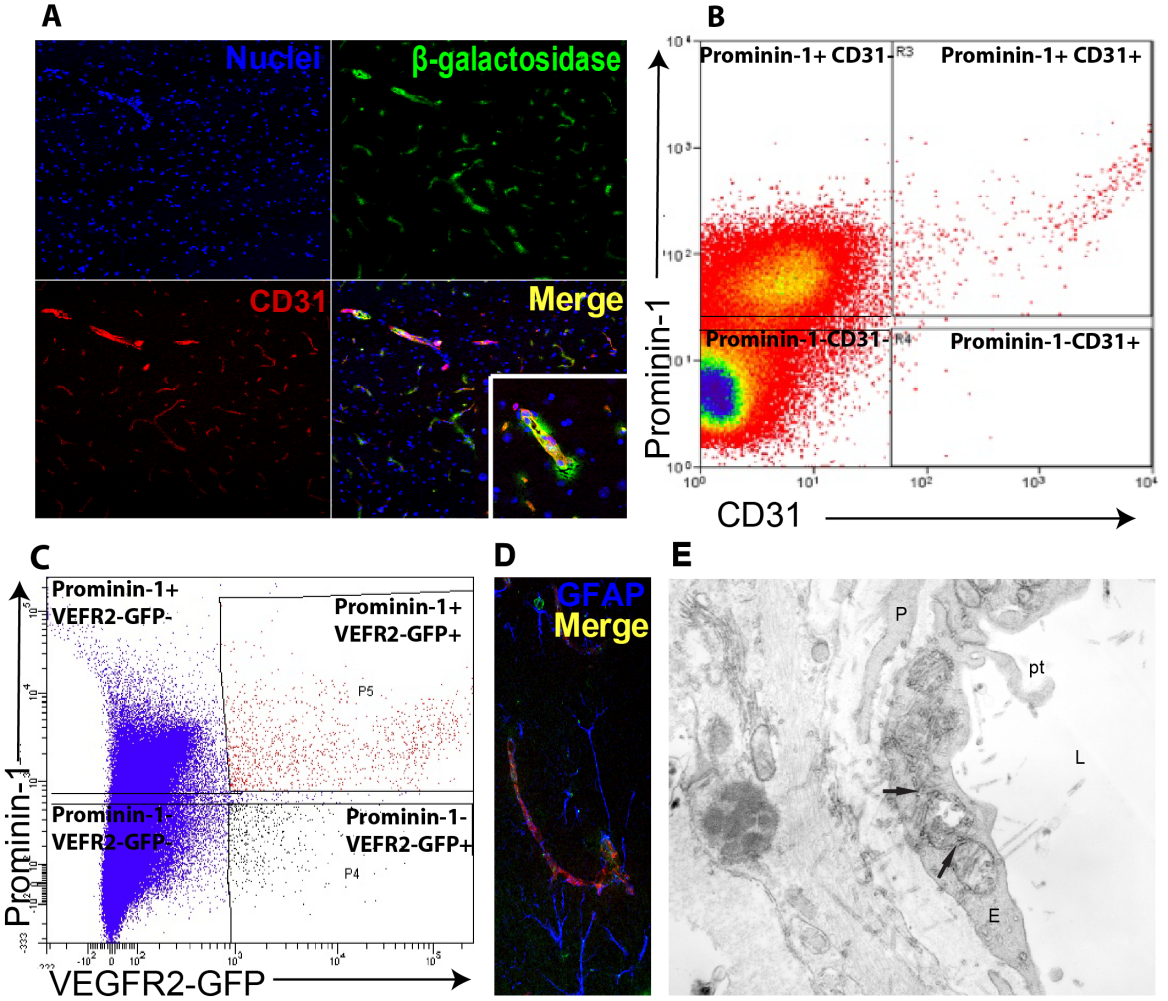
Endothelial cells are among the Prom1^+^ cell population in the brain. (A) Z-stack confocal image showing co-immunostaining for ß-galactosidase (green) and CD31 endothelial cells (red). (B) Flow cytometry confirms the presence of CD31 endothelial cells among Prom1^+^ cells in the brain of a six-week wild-type mouse. (C) Likewise, Prom1^+^ cells are identified among VEGFR2 expressing cells in a reporter mouse in which VEGFR2 promoter drives GFP. CD31 endothelial cells (red) appeared either isolated or (D) wrapped around astrocytes (blue) in the VZ and SVZ areas. (E) Electron micrograph section of *Prom1^lacZ/+^* mouse brain corresponding to areas previously identified by X-gal staining showing rod-shaped electron-dense structures in the endothelial cell cytoplasm of a representative capillary vessel. Arrows, X-gal crystals; E, endothelial cell; L, lumen; P, pericyte; Pt, protrusion.

### Stem-Cell like Properties of Prom1^+^ Cells

To test for self-renewal and multipotency of Prom1^+^ cells, we generated neurosphere cultures from forebrains of *Prom1^lacZ/+^* mice after dissociation of SVZ and selection for Prom1^+^ and Prom1^−^ cells using anti-Prom1 microbeads. Both cell populations were cultured in serum free media in the presence of basic FGF (bFGF) and formed spheres. Multiple generations of spheres were produced after dissociation and culture of single cells. Co-immunostaining of undifferentiated neurospheres, sectioned and analyzed by confocal microscopy, showed that ß-galactosidase expressing cells co-stained for Sox-2 and Musashi-1 stem cell markers (Fig. 4 A, B). We then cultured the undifferentiated neurospheres after growth factor withdrawal to induce differentiation. Co-immunostaining of undifferentiated and differentiated neurospheres, derived from either Prom1^+^ or Prom1^−^ cells, for ß-galactosidase, GFAP, Olig 2 and Tuj1 (class III ß-tubulin), revealed the capacity of both Prom1^+^ and Prom1^−^ cells to generate all central nervous system lineage types (Fig. 4 C, D and E). To better quantify the relative contribution of Prom1^+^ and Prom1^−^ cells to neural specification, we used quantitative PCR (q-PCR) to measure the levels of *Sox2*, *Nestin*, *GFAP*, *olig2* and *Tuj1* in freshly isolated cells and cultured neurospheres. Our data suggests that *Sox2* and *Tuj 1* gene expression was slightly higher in Prom1^+^ cells than Prom1^−^ cells at day 0, while *GFAP* was lower. After 6 days in culture *GFAP* levels continued to decrease and were much lower in Prom1^+^ than in Prom1^−^ cells, although the difference was not statistically significant (Figure S3 panel A). In addition, Prom1^+^ isolated cells largely expressed VE-cadherin on day 0 and this expression dropped in culture overtime (Figure S3 panel A). This is corroborated by neurosphere generation from the forebrain of *Vegfr2-GFP* mice (Figure S3B and C). GFP is expressed when neurospheres are forming but is dramatically decreased in culture, supporting that only neurogenesis and gliogenesis occur under the culture conditions for neural cells.

**Figure 4:**
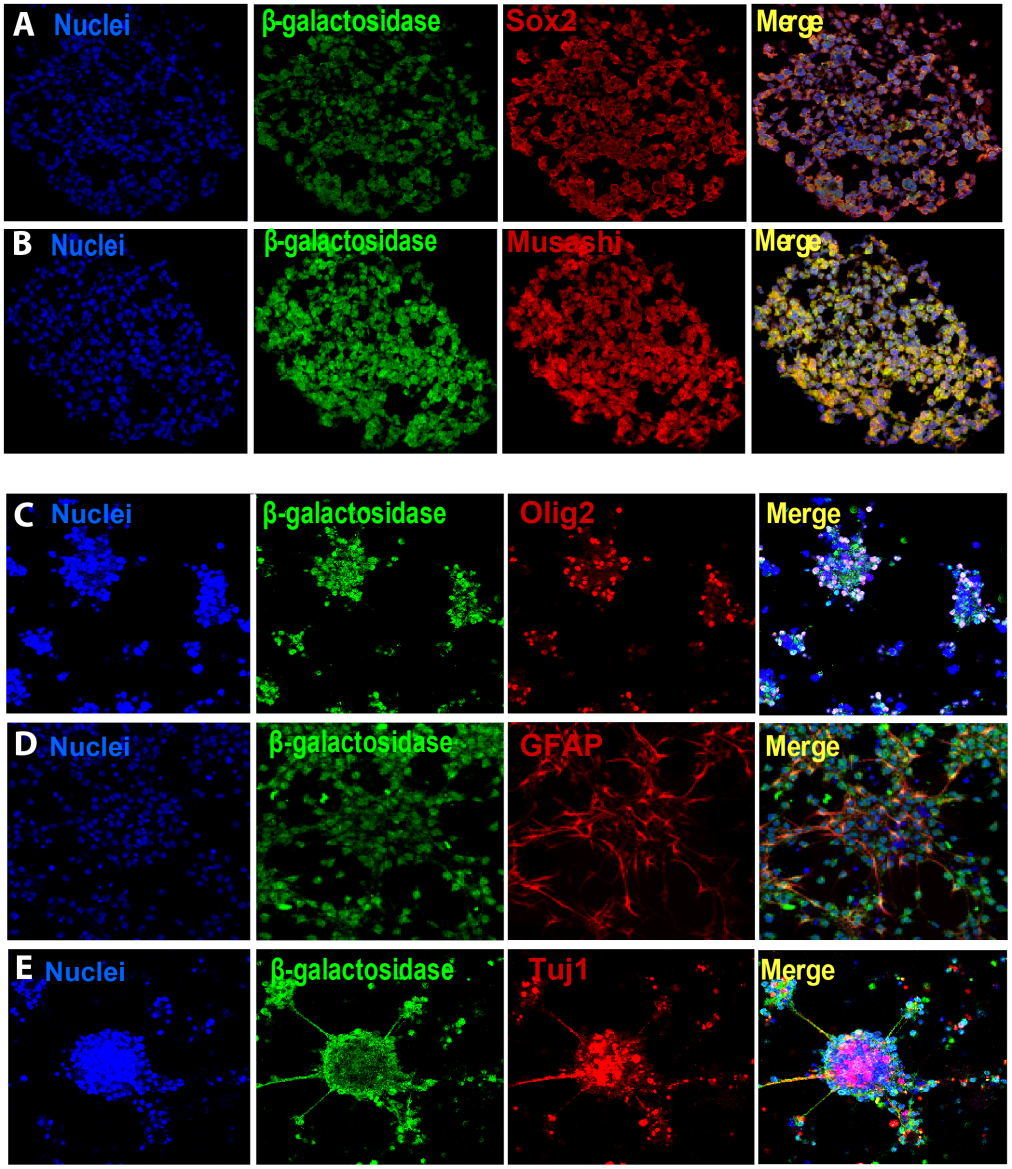
Isolated Prom1^+^ embryonic lateral ventricle and SVZ cells in culture give rise to neurospheres expressing neural cell markers but not vascular markers. Z-stack confocal images of cultured neurospheres generated from Prom1^+^ cells of E12.5 forebrain of prominin-1^lacZ/+^ mice in serum free media and in the presence of bFGF revealed co-immunostaining for ß-galactosidase (green) and both Sox2 (A) and Musashi (B) stem cell markers. Z-stack confocal images of secondary differentiated neurospheres induced by removing bFGF and plating on polyL-ornithine and fibronectin coated dishes from Prom1^+^ cells of E16.5–E17.5 forebrain of prominin-1^lacZ/+^ mice. Prom1^+^ cells (ß-galactosidase (green) in culture give rise to 3 different neural lineages (C) Olig 2 oligodendrocytes, (D) GFAP astrocytes and (E) Tuj1 neuron-specific progenitor neuronal marker.

### Prominin-1 is Expressed by Cells with Astrocyte and Endothelium Phenotypes in Brain Tumors

To determine the contribution of Prom1^+^ cells to the growth of the proneural GBM subtype, we generated Ntv-a;*Ink4a-Arf^−/−^ Prom1^lacZ/+^*mice and infected their brain with RCAS-PDGF. Histological analysis of tumors that formed in the brain of these mice stained with hematoxylin and eosin (H&E) revealed GBM-type of tumors (Fig. 5 A), with pseudopalisading necrosis (Fig. 5 C) and microvascular proliferation (Fig. 5 E). ß-galactosidase detection showed that some areas in the tumor showed high numbers of Prom1^+^ cells with other areas mostly devoid of them (Fig. 5 B). There appears to be a preferential distribution of Prom1^+^ cells in the tumor adjacent to the normal brain parenchyma (Fig. 5 B), in the periphery of pseudo-palisading necrosis (Fig. 5 D) and in areas of vascular hyperplasia (Fig. 5 F). To characterize Prom1^+^ brain tumor cells, we co-immunostained sections of the tumors with neural and vascular specific markers and anti-ß-galactosidase monoclonal antibodies. A subset of ß-galactosidase expressing cells manifested morphologic characteristics of large astrocytes and were GFAP^+^ (Fig. 5 G). Co-immunostaining of tumor sections with anti-ß-galactosidase and anti-CD31 antibodies revealed that a subset of Prom1^+^ cells in the tumors, were endothelial cells (Fig. 5 H). These cells were detected in areas of microvascular proliferation and glomeruloid tufts, in close proximity to the ventricles, and at the edge with brain parenchyma.

**Figure 5:**
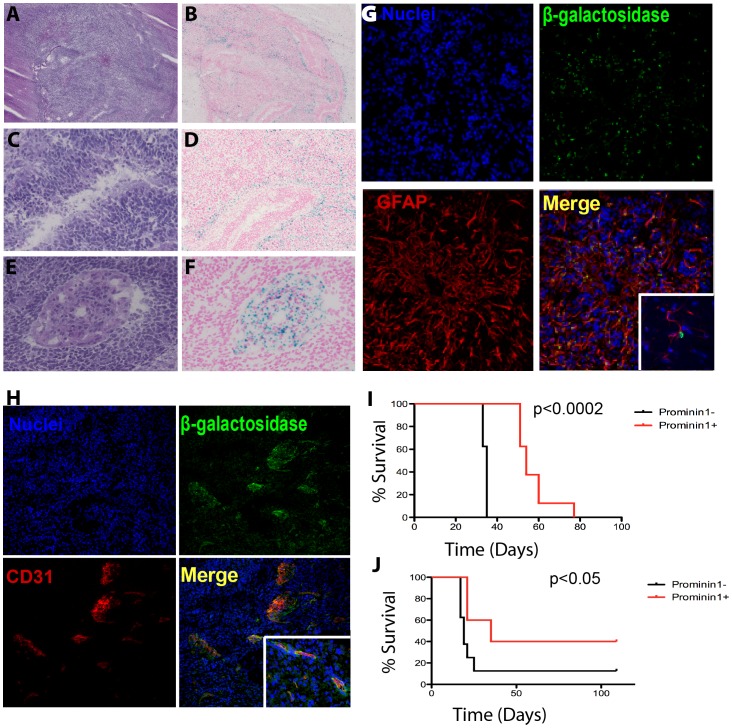
Prom1 is expressed by endothelial and tumor cells and both Prom1^+^ and Prom1^−^ cells contribute to glioma growth. H&E sections of brain tumor of 2 to 4 month old mouse generated by crossing *Prom1^lacZ/+^* and Ntv-a;*Ink4a-Arf^−/−^* mice infected with RCAS-PDGF. Tumors (A) were characterized by pseudopalisading necrosis (C) and microvascular proliferation (E), characteristic of glioblastoma. X-gal staining revealed ß-galactosidase activity throughout the tumor (B), at the periphery of pseudopalisading necrosis (D) and within microvascular proliferation“glomeruloid tuft” (F). (G) Z-stack and confocal optical sections revealed that some tumor cells coimmunostained for ß-galactosidase (green) and GFAP (red) and had astrocytic morphology (inset). (H) Other cells within the “glomeruloid tuft” coimmunostained for ß-galactosidase (green) and CD31 endothelial cells (red). (I) Kaplan-Meier analysis comparing survival of adult wild-type mice implanted with tumor cells dissociated from Prom1^+^ (N = 8) and Prom1^−^ neurospheres (N = 8) from PDGF-induced tumors in Ntv-a;*Ink4a-Arf^−/−^ Prom1^lacZ/+^* mice. (J) Survival curve of adult (8 weeks) wild-type mice implanted with Prom1^+^ (N = 5) and Prom1^−^ (N = 8) PDGF-induced tumors immediately after their cells were dissociated.

### Both Prominin1^+^ and Prominin1^−^ Proneural Tumor Cells are Capable of Tumor Initiation

To determine if prominin1^+^ cells are more efficient than Prom1^−^ in promoting tumor growth, we separated Prom1^+^ (24±4% of the total isolated cells) and Prom1^−^ tumor cells using anti- Prom1 microbeads and cultured them under stem cell conditions. The spheres formed were dissociated into single cell suspension and 20,000 cells were implanted into the brain of six to eight week old C57BL/6J mice. The incidence of tumors was 100% for mice implanted either with Prom1^+^ or Prom1^−^ cells and the induced tumors had characteristics of high-grade gliomas with areas of necrosis and pseudo-palisading and microvascular proliferation (Figure S4). Mice were sacrificed when they became symptomatic. Interestingly, survival was shorter for the mice implanted with Prom1^−^ negative cells (Fig. 5 I). To avoid *in vitro* selection bias by extended neurosphere culture, we implanted the same age C57BL/6J mice cells with Prom1^+^ and Prom1^−^ tumor cells (5,000 cells/mouse) immediately after anti-Prom1 microbead separation. Survival was again longer for the mice implanted with Prom1^+^ fraction (Figure 5J), suggesting that Prom1^+^ tumor cells are not essential for PDGF-driven proneural GBM growth.

### Prominin1^+^ Endothelial Cells Hasten Proneural Tumor Growth in the Brain

To investigate whether Prom1^+^ endothelium is more important for proneural GBM subtype than Prom1^−^ endothelium, we used fluorescence-activated cell sorting (FACS) to isolate GFP^+^ Prom1^+^ and GFP^+^ Prom1^−^ endothelial cells from the brain of VEGFR2-GFP mice. We co-implanted six to eight week old C57BL/6J mice with dissociated cells from tv-a;*Ink4a-Arf^−/−^* tumorspheres and VEGFR2-GFP Prom1^+^ or VEGFR2-GFP Prom1^−^ endothelium (Fig. 6). Mice were sacrificed at four weeks after tumor implantation and the maximal cross-sectional area of the tumors was measured on coronal sections. VEGFR2-GFP Prom1^+^ endothelium induced tumors had significantly increased size compared to tumors that contained VEGFR2-GFP Prom1^−^ endothelium (P<0.03) (Fig. 6A). The increased tumor burden created by Prom1^+^ endothelium suggests its function in fostering tumor growth.

**Figure 6:**
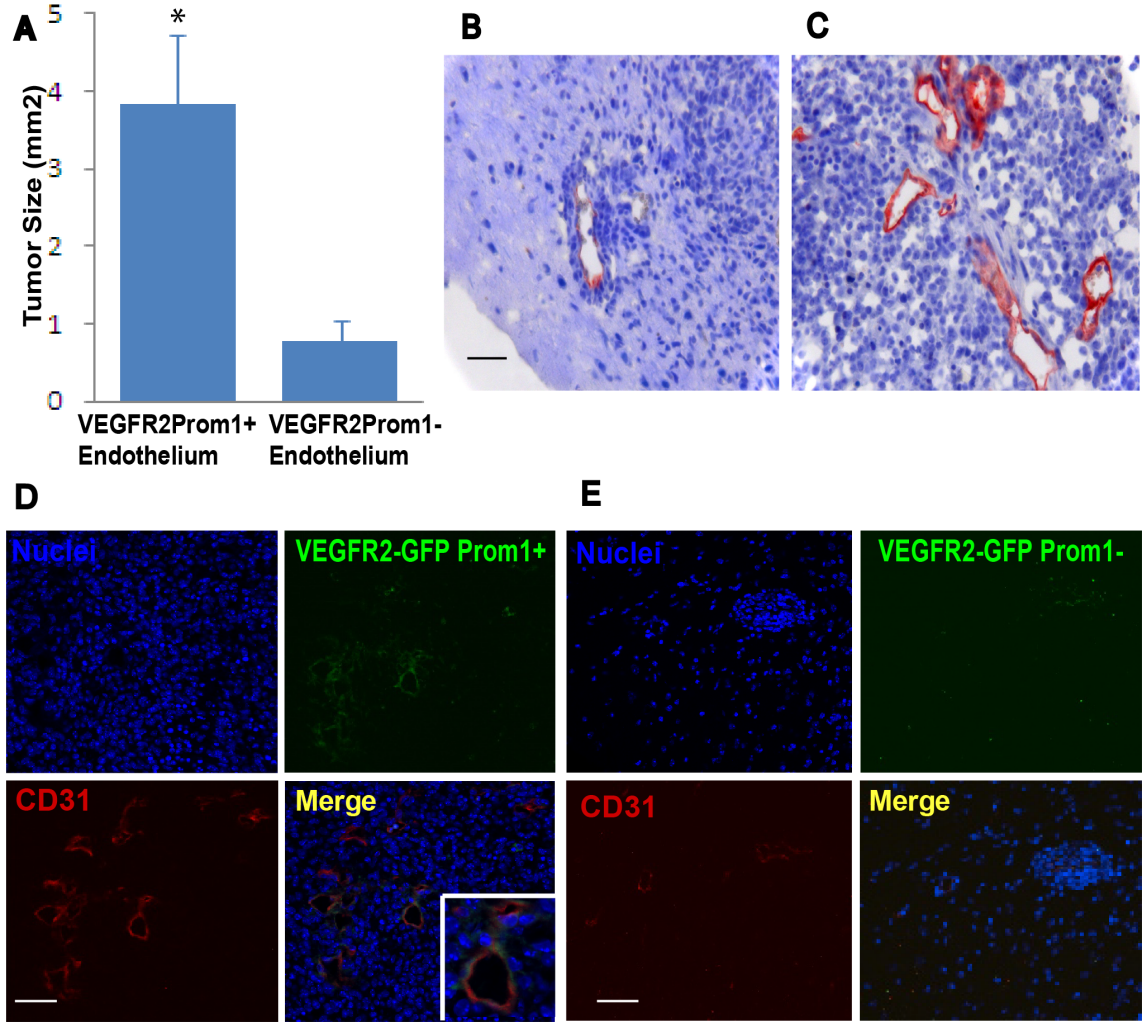
Tumors with endothelial cells expressing Prom1^+^ are larger and exhibit dynamic microvascular endothelial proliferation compared to tumors containing Prom1^−^ endothelium. (A) Stereotactic co-implantation into the adult mouse brain of cells dissociated from PDGF-induced tumorspheres in combination with sorted VEGFR2-GFP Prom1^+^ endothelial cells (N = 12) form tumors at four weeks after implantation with maximal cross-sectional area that is significantly larger than those produced by co-implantation with VEGFR2-GFP Prom1^−^ endothelium (N = 10). (B) Immunohistochemical detection of CD31 endothelial cells counterstained with hematoxylin confirmed paucity of CD31 endothelial cells in tumors implanted with VEGFR2-GFP Prom1^−^ endothelial cells, but (C) marked immunoreactivity in tumors implanted with VEGFR2-GFP Prom1^+^ endothelium. (D) Confocal images showing multiple areas of coimmunostaining for VEGFR2-GFP Prom1^+^ (green) and CD31 endothelial cells (red) (Inset, higher magnification). (E) Confocal images showing rare areas of coimmunostaining for VEGFR2-GFP Prom1^−^ (green) and CD31 (red) endothelial cells. Error bars depict the s.e.m. Scale bar, 50 µm (B, C) or 100 µm (D, E). *P<0.03.

To investigate the mechanistic role of Prom1^+^ endothelium in promoting growth of PDGF-enriched proneural GBM, we first analyzed the vascular density by quantifying the number of vessels present throughout the tumors. The mean number of vessels per high power field within the GFP^+^ Prom1^+^ tumors was 36.6±9.8 vessels and it was only 6.8±1.3 vessels in the tumors with GFP^+^ Prom1^−^ endothelium (P<0.0001). Tumors with GFP^+^ Prom1^+^ endothelium had larger, more distorted vessels with thickened walls and exhibited increased tumor cell density (Fig. 6 B and C). The transplanted Prom1^+^ endothelium expressed CD31 after engraftment, in contrast to the Prom1^−^ endothelium, indicating that the transplanted Prom1^+^ endothelium engrafts retained their endothelial identity (Fig. 6 D and E). The significantly increased vessel density in the tumor clearly indicated that Prom1^+^ endothelium is capable of incorporating into the proneural glioma vasculature, triggering a higher vasculogenic activity to establish functional tumor vessels.

It has been recently suggested that endothelium not only serves as a passive conduit to deliver oxygen to tumors, but also exerts paracrine (angiocrine) factors that stimulate tumor growth. To identify potential angiocrine factors produced by Prom1^+^ endothelium and responsible for the difference in tumor growth and characteristics, we analyzed FACS-isolated normal CD31^+^ Prom1^+^ and CD31^+^ Prom1^−^ vasculature by Affymetrix microarray (Table 1 and 2). 

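The transcripts of endothelial cells sorted from normal mouse brain were measured on 2 Affymetrix Mouse Genome arrays, 1 for CD31+ Prom1+ cells and 1 for CD31+ Prom1- cells. Genes shared by all endothelium were bright on both arrays. *Pecam1*, which encodes CD31, had a signal of 48.2 times the array median in the Prom1- cells and 69.2 times in the Prom1+ cells. *Kdr*, the VEGF receptor 2, had 55.3 and 69.0 times the median, and the endothelial cadherin *Cdh5* had 19.8 and 33.8 times. Of 25 pan-endothelial genes measured, 24 differed by less than 2-fold and 1, the transcription factor *Erg*, was 2.01-fold higher in the Prom1+ cells. With the hybridization controls set equal, an alternative chosen after seeing the data, 16 of the 25 were at least 2-fold higher. *Prom1* itself was among the brightest transcripts of both, at 196 times the median in the array labelled Prom1- and 159 times in the array labelled Prom1+. This log2 ratio of -0.30 was smaller than the SD of 0.54 between probe sets of 1 gene, which says nothing of the spread between animals. A higher value may be hidden, since only 1 of 246 probe sets as bright as *Prom1* in the Prom1+ array was at least 2-fold higher there. The ratio also depended on the scaling. It was -0.84 with both arrays scaled to a trimmed mean of 500, -0.02 with quantile normalization, and 0.71 with the hybridization controls set equal. The arrays are named here by their labels. The neural markers *Gfap*, *Sox2*, *Olig2* and *Tubb3* were under the floor described next on both arrays. Other glial transcripts were above it, among them *Mbp* at 271 and 119 times the median in the Prom1- and Prom1+ arrays. The astrocyte gene *S100b* had 15.9 and 3.11 times.

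The RNA was amplified and labeled with biotin, and the authors scaled the MAS5 signals to a target of 500 before normalization in GeneSpring. The deposited values are log2 of each signal over the median of its own array, so that the median log2 value is 0 on both arrays. The step that set the median to 0 is not described in the text of the paper, and the signals before it were not used here. The direction of the ratio is that of the paper's tables, because the difference of the 2 columns gave 25 of 25 listed folds within 1%. This shows that the paper and the deposited columns use the same labels, not that the labels are right. A floor of 100 on the target scale was translated to 1.67 times the array median, from the mean of the 2% trimmed means of both arrays, and signals under it were set to it. Of 45101 probe sets, 19352 (42.9%) reached the floor in the Prom1- array and 20102 (44.6%) in the Prom1+ array. A gene was represented by the brightest of its probe sets, and 10793 of 18194 genes reached the floor on at least 1 array. With 1 array per population there is no replicate error. No difference has a replicate check, and no p-value is given. Genes were counted by a fixed rule of a 2-fold difference, by which 3045 genes were higher and 515 lower in the Prom1+ array. The 17488 probe sets above the floor on both arrays were 1.58-fold higher in the Prom1+ array at the median. This shift varied with signal. The median log2 ratio was 0.87 at a mean log2 signal of 3 to 4 and -0.64 at 8 to 9. After loess correction of this shift 543 genes were higher and 870 lower. For probe sets of the genes that the paper names, the fold is therefore also placed among those of the 1000 probe sets nearest in mean signal. Folds of other genes have no such comparison.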

We observed an upregulation of endothelial cell-specific genes in Prom1^+^ endothelium, including lipocalin 2, selectin, endothelin 1 and 3, nestin, VEGF C, and nitric oxide synthetase 3, suggesting that Prom1^+^ endothelium is the producer of a set of active angiocrine factors contributing to the growth of proneural GBM subtype. 

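Lipocalin 2 (*Lcn2*), a secreted protein of the acute phase response, was measured only in the array labelled Prom1+, at 8.21 times the array median. In the array labelled Prom1- its signal was 0.0118 times the median, under the floor, so that *Lcn2* was at least 4.90-fold higher in Prom1+ endothelium. The vasoconstrictor endothelin 1 (*Edn1*) had 25.2 and 56.7 times the median in the Prom1- and Prom1+ arrays and was 2.25-fold higher, and endothelin 3 (*Edn3*), at 13.1 and 36.0 times, was 2.75-fold higher. The intermediate filament nestin (*Nes*) was 2.46-fold higher, at 19.4 and 47.6 times the median. The lymphangiogenic ligand *Vegfc* was 2.51-fold higher, at 32.0 and 80.4 times. The selectins, which capture leukocytes on activated endothelium, were under the floor on both arrays. *Selp* had 0.0308 times the median in the Prom1- array and 1.26 times in the Prom1+ array, and *Sele* had 0.0215 and 0.465 times, so no fold is given for either.

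Other probe sets of the same genes varied in size. The brightest of *Nes* had 49.7 and 69.1 times the median and was 1.39-fold higher, and the dimmest was 2.76-fold higher at 3.12 and 8.60 times. The other 3 of *Edn3* were 2.33-fold, 2.70-fold and 3.81-fold higher, and the other 2 of *Vegfc* were 2.02-fold and 1.69-fold higher. The probe set listed for nitric oxide synthase 3 is annotated to *Atg9b* in the platform table used here, with signals of 1.14 and 2.42 times the median. The probe set annotated to *Nos3* had 24.1 and 51.8 times the median and was 2.15-fold higher in Prom1+ endothelium.

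Among the 1000 probe sets of like signal, the median fold was 1.61 beside *Edn1*, 1.79 beside *Edn3*, 1.68 beside *Nes*, 1.49 beside *Vegfc* and 1.63 beside *Nos3*. In these neighborhoods *Edn1* and *Edn3* lay at percentile 93.2, *Nes* at 93.9, *Vegfc* at 99.5 and *Nos3* at 86.5, by the probe sets listed or, for *Nos3*, annotated. The brightest probe set of *Nes* lay at percentile 46.2 and the dimmest at 79.3, and the other 2 of *Vegfc* at 85.0 and 42.8. The other 3 of *Edn3* lay at 95.4, 83.4 and 96.4, in the order given above. After loess, the log2 ratio was 0.55 for *Edn1*, 0.69 for *Edn3*, 0.60 for *Nes* and 0.83 for *Vegfc*, each under 2-fold. From the upregulation of these genes, the paper proposes that Prom1+ endothelium produces a set of active angiocrine factors that contribute to the growth of the proneural subtype.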

The differential expression of some of these factors between Prom1^+^ and Prom1^−^ endothelial cells was validated by quantitative PCR (Figure S5). One of those factors, nitric oxide, has been shown to promote tumor initiation and stem cell-like characteristics in glioma [22]. Taken together, Prom1^+^ endothelium fosters proneural tumor growth, not only by establishing perfused vessels to meet the metabolic needs, but also by relaying stimulatory angiocrine factors.

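Transcripts of ligands by which endothelium can act on its neighbors went both ways between the 2 arrays. Of 30 measured angiogenic and angiocrine ligands, from a list fixed before the data were examined, 7 were at least 2-fold higher in the array labelled Prom1+, 8 were at least 2-fold lower and 15 differed by less. Beside the ligands of Table 1, the higher ones included the EGF receptor ligand *Tgfa*, at 6.64 and 17.8 times the median, and *Vegfd*, at 3.61 and 9.04 times. Both were chosen after their values were seen. The lower ones included placental growth factor (*Pgf*), with 13.2 times the median in the Prom1- array and 1.51 times, under the floor, in the Prom1+ array, at least 7.87-fold lower. The brightest ligands of the list hardly differed, with *Cxcl12* at 146 and 133 times, *Kitl* at 120 and 119 times, and *Egfl7* at 198 times on both arrays. Few probe sets of such signal differed by 2-fold, so equal levels are not shown. At a mean log2 signal of 6 to 7 and of 7 to 8, 1.1% and 0% were 2-fold higher, and 0.9% and 2.6% lower. *Vegfa* was under the floor on both arrays.

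The median log2 ratio of the list was 0.09, which lay at percentile 0.01 of 10000 random lists matched on signal, whose median was 0.62. Its direction against 0 depended on the scaling, with medians from -0.45 to 1.09, 0 to 19 genes higher and 4 to 9 lower by 2-fold over the scalings tried, and its percentile was at most 0.49 under every alternative set out for the lists. Tables 1 and 2 hold 6 of the 30 genes, so the count is not independent of the choice made by the study. Without them 2 were higher and 7 lower. Transcripts of pericytes and smooth muscle differed in the same arrays, with 16 of 18 measured genes at least 2-fold lower in the Prom1+ array. Of the lower ligands, *Igf2* also stands in the list of fibroblast and meningeal genes. Whether the lower ligands came from endothelium or from other cells was not tested.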

**Table 1:** Gene Expression Differences between Prom1^+^ and Prom1^−^ Endothelium (upregulated).

Gene Identifier	Fold Increase	Symbol	Product
1427747_a_at	694.5	Lcn2	lipocalin 2
1417263_at	59.22	Ptgs2	prostaglandin-endoperoxide synthase 2
1420558_at	40.93	Selp	selectin, platelet
1421712_at	21.66	Sele	selectin
1417932_at	3.13	Il18	interleukin 18
1429084_at	2.97	Vezf1	vascular endothelial zinc finger 1
1420653_at	2.91	Tgfb1	transforming growth factor, beta 1
1451314_a_at	2.91	Vcam1	vascular cell adhesion molecule 1
1425656_a_at	2.88	Baiap2	brain-specific angiogenesis inhibitor 1-associated protein 2
1441923_s_at	2.75	Edn3	endothelin 3
1434651_a_at	2.54	Cldn3	claudin 3
1439766_x_at	2.51	Vegfc	vascular endothelial growth factor C
1418547_at	2.51	Tfpi2	tissue factor pathway inhibitor 2
1449022_at	2.46	Nes	nestin
1420664_s_at	2.45	Procr	protein C receptor, endothelial
1451924_a_at	2.25	Edn1	endothelin 1
1432181_s_at	2.15	Ecgf1	endothelial cell growth factor 1 (platelet-derived)
1434092_at	2.12	Nos3	nitric oxide synthase 3, endothelial cell
1451024_at	2.04	Edg6	endothelial differentiation, G-protein-coupled receptor 6

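By gene, the largest fold measured on both arrays was that of prostaglandin-endoperoxide synthase 2 (*Ptgs2*), the inducible cyclooxygenase. Its brighter probe set had 3.94 times the array median in Prom1- endothelium and 44.4 times in Prom1+ endothelium, an 11.3-fold difference, where probe sets of like signal had a median fold of 1.82. Its second probe set, the one in Table 1, was under the floor on both arrays, at 0.0179 and 1.06 times. The cytokine *Il18* was 3.13-fold higher in the array labelled Prom1+, with 9.13 and 28.6 times the median. *Vezf1*, a transcription factor of vascular development, was 2.97-fold higher by the listed probe set, at 6.73 and 20.0 times the median, and 1.55-fold higher by its brighter probe set, at 31.2 and 48.4 times. The growth factor *Tgfb1* was 2.91-fold higher. *Vcam1*, an adhesion molecule for leukocytes, was also 2.91-fold higher by the listed probe set, at 5.10 and 14.8 times the median. Regulators of coagulation were among the genes. *Procr* was 2.45-fold higher, at 24.7 and 60.6 times the median and percentile 97.1 of probe sets of like signal. *Tfpi2* was 2.51-fold higher, at 1.81 and 4.55 times and percentile 75.5, with the lower signal close to the floor. *Baiap2* was 2.88-fold higher. The listed probe set of *Ecgf1* is annotated to *Sco2* and was 2.15-fold higher, and *Edg6*, now named *S1pr4*, was 2.04-fold higher. The tight junction gene *Cldn3* was under the floor on both arrays, with log2 signals of -1.09 and 0.26 relative to the median.

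Of the 19 probe sets of Table 1, 13 reached the floor on both arrays, 2 on 1 array and 4 on neither. By the floored signals 14 of the 19 were at least 2-fold higher. The study chose these probe sets on the same 2 arrays, so the tally is no independent evidence. The 13 measured on both arrays were 2.04- to 3.13-fold higher, while probe sets of like signal had median folds of 1.49 to 1.91, and the 13 lay at percentiles 64.1 to 99.5 of these. The tally fell to 3 with both arrays scaled to a trimmed mean of 500, and to 1 with quantile normalization or loess. It was 12 with the pan-endothelial genes set equal and 15 with the hybridization controls set equal.

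**Figure D1:**
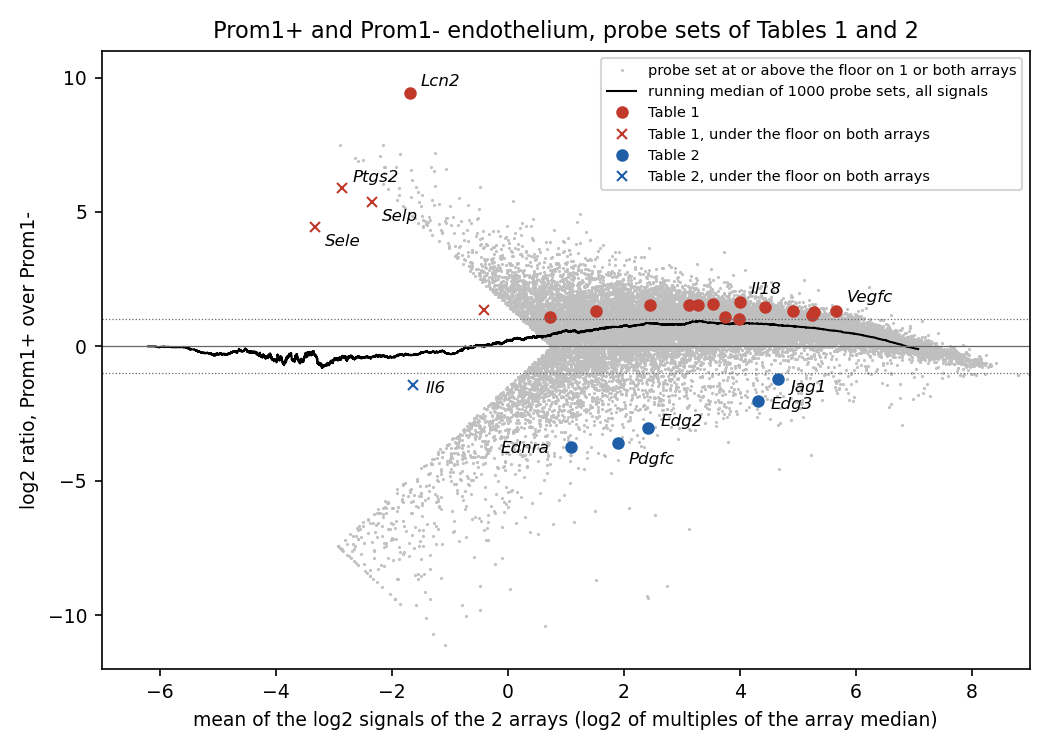
Log2 ratio of Prom1+ over Prom1- endothelium against the mean log2 signal of the 2 arrays, in log2 of multiples of the array median. Grey points are probe sets that reached the floor on at least 1 array, the black line is the running median of 1000 probe sets, dotted lines mark 2-fold, and crosses are listed probe sets under the floor on both arrays. The running median lies above 0 where the 13 Table 1 probe sets measured on both arrays lie, and the measured Table 2 probe sets lie well below it.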

Functionally relevant genes upregulated in prom1^+^ endothelial cells compared to prom1^−^ endothelial cells.

**Table 2:** Gene Expression Differences between Prom1^+^ and Prom1^−^ Endothelium (downregulated).

Gene Identifier	Fold Decrease	Symbol	Product
1451691_at	0.0745	Ednra	endothelin receptor type A
1449351_s_at	0.0831	Pdgfc	platelet-derived growth factor, C polypeptide
1448606_at	0.12	Edg2	endothelial differentiation, lysophosphatidic acid G-protein-coupled receptor, 2
1437173_at	0.245	Edg3	endothelial differentiation, sphingolipid G-protein-coupled receptor, 3
1450297_at	0.368	Il6	interleukin 6
1421106_at	0.427	Jag1	jagged 1

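The probe sets listed for the receptors *Edg2*, *Edg3* and *Ednra* and the growth factor *Pdgfc* were lower in the array labelled Prom1+. The lysophosphatidic acid receptor *Edg2*, now *Lpar1*, had 15.5 times the array median in Prom1- endothelium and 1.86 times in Prom1+ endothelium, 8.32-fold lower. Another of its probe sets had 8.15 and 5.05 times the median and was 1.61-fold lower. The sphingosine 1-phosphate receptor *Edg3*, now *S1pr3*, was 4.09-fold lower, at 40.4 and 9.89 times the median, and its brightest probe set was 4.36-fold lower. Of 7 measured receptors of both lipids, 1 was at least 2-fold higher, 2 were at least 2-fold lower and 4 differed by less. Their median log2 ratio of 0.10 lay at percentile 1.1 of random lists. Over the scalings the median ran from -0.44 to 1.11, with 0 to 5 higher and 2 lower by 2-fold, and the percentile reached 13.6 over the alternatives. Without the 3 receptors that the study listed, the median was 0.25 at percentile 14.6 and none differed by 2-fold. *Pdgfc* was at least 7.77-fold lower, since its signal of 1.08 times the median in the Prom1+ array was under the floor, and its other probe set was 7.56-fold lower with both signals measured. *Ednra*, the endothelin receptor of smooth muscle, was at least 4.66-fold lower by a probe set that the annotation used here does not list. The Notch ligand *Jag1* was 2.34-fold lower by the listed probe set, at 38.8 and 16.6 times the median, while its brightest probe set had 89.6 and 86.3 times. *Il6* was under the floor on both arrays, at 0.530 and 0.195 times the median. Of the 6 probe sets, 5 were at least 2-fold lower by the floored signals, and these 5 lay below percentile 2.5 of probe sets of like signal.

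Transcripts of pericytes and smooth muscle, the mural cells of vessels, were lower in the same array. The contractile genes *Acta2*, at 295 and 81.6 times the median, and *Tagln*, at 206 and 43.6 times, were 3.62-fold and 4.73-fold lower, and the pericyte gene *Rgs5* was 2.15-fold lower. The median log2 ratio of the 18 measured genes was -1.80, below all 10000 random lists matched on signal, and it ran from -2.35 to -0.79 over the scalings, with 5 to 17 genes at least 2-fold lower. Microglial transcripts were lower too, with 16 of 19 measured genes at least 2-fold lower, among them the complement gene *C1qb*, at 78.7 and 31.8 times the median. Their median log2 ratio was -1.24 and ran from -1.86 to -0.23 over the scalings, with 1 to 18 at least 2-fold lower. Of 13 measured fibroblast and meningeal genes 7 were at least 2-fold lower and none was at least 2-fold higher, with *Ptgds* at 305 and 40.3 times the median. The median of these 13 was -1.01 and ran from -1.81 to -0.13, with 4 to 9 lower and 0 to 2 higher by 2-fold. The smallest differences of each range came with the hybridization controls set equal.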

Functionally relevant genes downregulated in prom1^+^ endothelial cells compared to prom1^−^ endothelial cells.

## Discussion

The currently accepted hypothesis is that rare specific cells give rise to and maintain a number of malignancies including brain tumors [4], [5]. These cells are characterized by the expression of CD133, however the existence of these brain tumor stem cells has been a matter of controversy because of conflicting supporting evidence. While some studies have attributed tumor initiation to the CD133^+^ brain tumor cells [4], [5], others have shown that CD133^−^ cells can also have stem cell-like properties and potentially drive GBM tumors [23]. It is also known that gliomas are heterogeneous tumors with different molecular abnormalities and, in GBM, different molecular subclasses have been identified [1], [2], [3]. Thus, it is conceivable that the tumor cell of origin may not be the same for each subclass of GBM, and therefore, CD133^+^ brain tumor cells may differentially influence each of these subclasses. To study the role of CD133 in the proneural GBM subclass we used a PDGF-driven *Prom1^lacZ/+^*reporter mouse model. We found no increase in glioma initiation by implantation of Prom1^+^ dissociated cells from Prom1^+^ over Prom1^−^ tumorsphere cells, suggesting no advantage of Prom1^+^ cells in the growth of proneural brain tumor enriched in PDGF signaling.

In an orthotopic model, brain-tumor stem-like cells are maintained in perivascular niches also containing endothelial cells. The vasculature hastens tumor growth, not only by delivering nutrients and oxygen but also by release of paracrine factors [24]. The expression of Prom1 by a subset of endothelial cells in the brain does not occur outside the nervous system (unpublished observation). When we implanted Prom1^+^ or Prom1^−^ cells from PDGF-driven proneural tumors immediately after cell dissociation, no difference in growth between Prom1^+^ and Prom1^−^ tumors was observed. However, when dissociated cells from proneural tumor were co-implanted with Prom1^+^ endothelium isolated from normal brain we found that Prom1^+^ endothelium was crucial to promote tumor growth.

Furthermore, based on our microarray and quantitative PCR results, the Prom1^+^ fraction of brain endothelial cells expressed genes coding for trophogens, endothelial-specific adhesion molecules and endothelial-derived chemokines that are associated with recruitment of inflammatory cells, tumor angiogenesis and growth [25]. For instance, endothelial nitric oxide synthetase is responsible for the production of nitric oxide and has been linked to the acceleration of tumor growth in PDGF-driven gliomas [22]; lipocalin-2 or neutrophil gelatinase-associated lipocalin forms a complex with MMP-9 and protects it from degradation, facilitating tumor invasion [26], [27]; Vascular-derived endothelin 3 (Edn3) has been shown to direct axonal growth and guidance in the peripheral nervous system [28], and endothelin-1 (Edn1), whose vasoconstrictive effects can be terminated by stimuli from sensory-motor nerves [29], has also been associated with tumorigenesis [25]. In contrast, our results demonstrate that the inflammatory and activated endothelium properties observed in the Prom1^+^ endothelium were downregulated in the Prom1^−^ endothelium. 

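The list of genes of endothelial activation and leukocyte adhesion had a higher median in the array labelled Prom1+. Of 23 measured genes, 13 were at least 2-fold higher, none was at least 2-fold lower and 10 differed by less. Among adhesion molecules, *Icam1* had 31.0 and 71.6 times the array median in Prom1- and Prom1+ endothelium, 2.31-fold higher, and the brightest probe set of *Vcam1* had 25.9 and 63.3 times, 2.45-fold higher. The mucosal addressin *Madcam1* was under the floor on both arrays. Among chemokines, the neutrophil attractant *Cxcl1* was 3.27-fold higher, at 7.27 and 23.8 times the median, and *Cxcl2* was at least 2.59-fold higher, at 0.661 and 4.33 times. The monocyte attractant *Ccl2* had 2.20 times the median in the Prom1- array and was under the floor in the Prom1+ array, and *Ccl7* was under the floor on both. The macrophage growth factor *Csf1* was 3.39-fold higher, at 6.16 and 20.9 times. *Icam1*, *Cxcl1*, *Cxcl2*, *Ccl7*, *Csf1* and *Madcam1* were picked after their values were seen.

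The median log2 ratio of the group was 1.21, above all 10000 random lists matched on signal, whose median was 0.64. The median stayed between 0.56 and 2.20 over the scalings, but the count at least 2-fold higher was 8 with the trimmed mean of 500, 7 with quantile normalization, 6 with loess, where 1 was lower, and 20 with the hybridization controls set equal. The study listed 3 of the 23 genes in its tables, and without these 10 of 20 were at least 2-fold higher. It shares 6 of the 23 with the list of venous genes, all at least 2-fold higher, and without these the median was 0.99 at percentile 97.1, and the percentile ran from 95.6 to 99.7 over the scalings. Transcripts of microglia, cells that also make chemokines, ran the other way in the same arrays, with a median log2 ratio of -1.24.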

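Genes of vascular tone differed in both directions between the 2 arrays. Of 16 measured genes of endothelin, nitric oxide and vascular tone, 6 were at least 2-fold higher in the array labelled Prom1+, 3 were at least 2-fold lower and 7 differed by less. *Ddah1* and *Ddah2*, enzymes that degrade inhibitors of nitric oxide synthase, were 3.33-fold and 2.19-fold higher, with *Ddah1* at 20.1 and 67.1 times the array median. Both subunits of soluble guanylate cyclase, the receptor of nitric oxide, were lower, *Gucy1a1* 4.88-fold at 72.7 and 14.9 times the median and *Gucy1b1* 4.27-fold at 38.3 and 8.98 times. The endothelin receptor *Ednrb* was 3.67-fold lower, at 11.0 and 3.00 times. *Ddah2* and *Ednrb* were picked after their values were seen. The endothelin converting enzyme *Ece1* had 127 and 124 times the median. *Mmp9* was under the floor on both arrays. Genes of pericytes and smooth muscle, the cells that surround the endothelium, ran with the lower genes, with 16 of 18 measured at least 2-fold lower in the Prom1+ array.

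The median log2 ratio of the list, 0.46, lay at percentile 23.9 of random lists. It ran from -0.08 to 1.15 over the scalings, with 2 to 9 genes higher and 2 to 3 lower by 2-fold, and the percentile ran from 1.5 to 92.5 over the alternatives set out for the lists, so that its direction is not settled. Tables 1 and 2 name 4 of the 16, and without these the median was -0.08 at percentile 0.38, with 2 genes higher and 3 lower.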

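The list of genes of the venous wall, where leukocytes leave the blood, had a lower median in the array labelled Prom1-. The sterol hydroxylase *Ch25h*, induced in inflamed endothelium, had 2.15 times the array median in Prom1- endothelium and 16.0 times in Prom1+ endothelium, 7.45-fold. The inhibitor of apoptosis *Birc3* and the NF-κB subunit *Relb*, targets of inflammatory signaling, were 4.17-fold and 2.75-fold higher in the Prom1+ array. They were picked after their values were seen. *Birc3* and *Relb* stand in the list of activation and adhesion, in which *Cebpd*, also picked after its value was seen, was 2.50-fold higher. Others of that list differed by less than 2-fold. *Socs3* had 41.9 and 62.2 times the median, *Irf1* 41.5 and 82.2 times, and *Tnfaip2* 3.37 and 2.54 times. *Nfkbia* had 222 and 180 times, a signal at which a higher value may be hidden. No list of inflammation genes as such was among those fixed.

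Of 13 measured venous endothelial genes, 9 were at least 2-fold higher in the Prom1+ array and none was at least 2-fold lower. The counts were 4 and 2 with the trimmed mean of 500, 5 and 1 with quantile normalization or loess, 8 and 1 with the pan-endothelial genes set equal, and 11 and 0 with the hybridization controls set equal. The venous transporter *Slc38a5* had 44.1 and 118 times the median, 2.66-fold higher, and *Vwf* had 126 and 159 times. The venous transcription factor *Nr2f2* ran the other way, at 77.5 and 42.1 times. The median log2 ratio of the list was 1.21 and lay above all 10000 random lists. Of the 13 genes, 7 are also in another list, and 2 are in Table 1, and without these 2 the median was 1.17. The list of activation and adhesion holds 6 of them, all among the 9, and without these the median of the other 7 was 0.62 at percentile 94.8, with 3 at least 2-fold higher, and the percentile ran from 94.2 to 99.7 over the scalings. This alternative was chosen after seeing the data. Interferon response genes were higher as well, 11 of 17 measured by at least 2-fold and none lower by as much, with a median log2 ratio of 1.19 at percentile 99.8. Among them the antiviral gene *Ifit1* had 15.5 and 55.7 times the median, and *Usp18* had 19.4 and 60.3 times. Over the scalings, the median of the venous list ran from 0.66 to 2.22 and that of the interferon list from 0.56 to 2.20, with 2 to 16 interferon genes at least 2-fold higher.

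**Figure D2:**
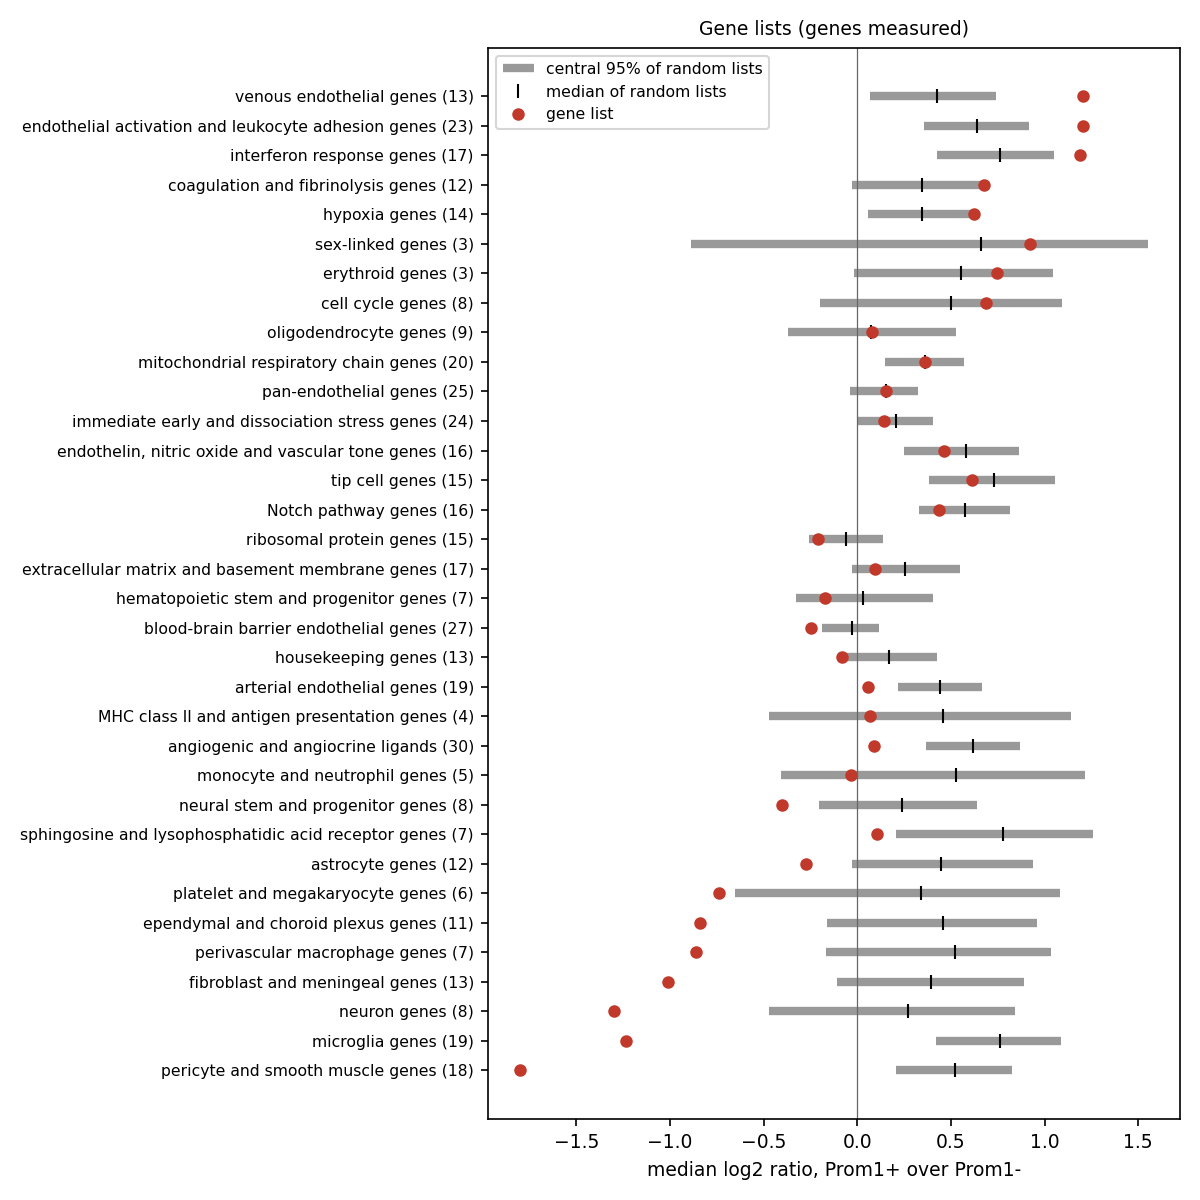
Median log2 ratio of Prom1+ over Prom1- endothelium of 34 gene lists with at least 3 measured genes (red points, number of measured genes in parentheses), with the central 95% (grey bars) and the median (ticks) of 10000 random lists of the same size matched on signal. Venous, activation and interferon genes lie to the right of their bars, at 1.21, 1.21 and 1.19, and mural, microglial, neuronal and fibroblast genes lie to the left of theirs.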

Electron microscopy images showed that Prom1^+^ endothelium displayed luminal protrusions, a characteristic of activated endothelium. In our tumors, Prom1 was not only expressed by endothelium but also by large GFAP^+^ tumor cells. We showed that these cells reside in close proximity to the vasculature and immediately outside of pseudopalisading necrosis, an area known for severe hypoxia. Hypoxia increases the levels of CD133 expression and oxygen tension can influence posttranslational modification of CD133 [30]. Hypoxia is a potent promoter of neo-angiogenesis, enhancing invasion [31], [32] and forcing differentiation of glioma cells into endothelial-like cells [33]. This transdifferentiation of tumor cells into endothelial-like cells may occur through a VEGF-independent pathway. It is possible that there are multiple alternate pathways of resistance to anti-VEGF treatment that may depend on other angiocrine factors produced by tumor endothelial cells [34] and we believe we have identified some of those factors that are relevant for proneural brain tumor model.

The adult SVZ is known to give rise to transient-amplifying neural progenitors (C-cells) that generate DCX^+^ neuroblasts (A-cells) that migrate and differentiate into interneurons in the olfactory bulb [35], [36]. Current evidence suggests that the adult neurogenic niches that contain neural stem cells are organized as pinwheels with the apical portion of the neural stem cell (B_1_ cell) at the core, in the lateral ventricle surface, ependymal cells at the periphery and the basal portion of the B_1_ cell contacting a blood vessel [37] surrounded by a complex vascular plexus in the SVZ [14], [15]. Neural stem cells in the SVZ and in the SGZ of the hippocampus have morphological characteristics of astrocytes and are GFAP^+^ (B cells) [38]. We show in this study that ependyma, neural progenitor cells, RMS neuroblasts and olfactory bulb calretinin interneurons express Prom1.

There has been some recent controversy on whether or not adult ependyma cells are a source of neural stem cells [37], [39]. Our data demonstrate that Prom1^+^ cells that reside in the ependyma have no self-renewal properties and do not generate neural precursors. However, in the SVZ and SGZ we identified GFAP^+^ Prom1^+^ cells with morphological characteristics of large stem-cell like astrocytes. It has been shown that GFAP^+^ astrocytes (B cells) also generate oligodendrocytes [40]. In fact, we did find Prom1^+^ cells co-expressing Olig2 in the SVZ and SGZ, but these were rare. We also found Prom1^+^ Purkinje cells, and even though we have not isolated Prom1^+^ cells from cerebellum and explored their stem cell properties, CD133^+^ expressing cells have been identified in the postnatal cerebellum including the Purkinje cell layer [41]. The expression of Prom1 by a variety of cells in the brain with polarized morphology, such as SVZ and SGZ astrocytes, Purkinje cells and activated endothelial cells may indicate that prom1 is a characteristic of specialized epithelial cells.

Together our data showing expression of Prom1 in neural and endothelial cells reveals a new relationship within the neurovascular niche involving Prom1 in angiogenesis and the progression of proneural tumors. Further work is needed to determine whether selective targeting of angiocrine factors in brain Prom1^+^ endothelial cells will block glioma growth in proneural GBM tumors and whether Prom1^+^ endothelial cells are determinant in sustaining tumor growth in other GBM subclasses.

## Materials and Methods

### Ethics Statement

All animal studies were performed in accordance with protocols approved by Institutional Animal Care and Use Committee of Memorial Sloan-Kettering Cancer Center and Weill Cornell medical College and in accordance to National Institute of Health guidelines for animal welfare (IACUC permit 06-04-005).

### Transgenic Reporters, Brain Tumor Mouse Model and Mouse Surgery

C57BL/6J mice were obtained from Jackson Laboratories (Bar Harbor, ME). *Prom1^lacZ/+^* mice and Tva;*Ink4a-ARF^−/−^* were a gift from Dr. Shahin Rafii and Dr. Eric Holland (Memorial Sloan-Kettering Cancer Center, NY), respectively [12], [42]. *VEGFR2-GFP* mice were acquired from Dr. Janet Rossant (the Hospital for Sick Children, Canada). To generate tumors in the Tva;*Ink4a-ARF^−/−^* mice, 1 µl of approximately 10^4^ DF-1 cells expressing RCAS-PDGF were injected intracranially within 72 hrs of birth using a Hamilton syringe. For co-implantation of VEGFR2-GFP endothelial cells, C57BL/6J mice were anesthetized with 100 mg/kg intraperitoneal ketamine and 10 mg/kg xylazine, intraperitoneal. Injections were performed using stereotactic frame (Stoelting, Wood Dale) at the following coordinates, anterior 1.7 mm, lateral 0.5 mm and depth 2.5 mm. Mice were monitored daily for symptoms of tumor development, such as withdrawal from activity, seizures, weakness, head tilt and weight loss. Animals presenting with any signs of morbidity were promptly euthanized by exposure to100% carbon dioxide in accordance with IACUC approved protocol.

### Cells and Tissue Samples

Brain tumor and normal brain tissue were dissected in Ca^2+^ -Mg^2+^ -free HBSS, minced into PIPES solution, and then digested in papain-PIPES (Worthington Biochemical) and DNase I at 37°C. Cells were collected by centrifugation at 200 g and re-suspended in Dulbecco’s minimum essential medium (DMEM)/F12, followed by mechanical dissociation with fire-polished Pasteur pipettes. Cells were passed through 40 µm mesh into DMEM/F12 with 10% plasma-derived fetal bovine serum (PD-FBS; Cocalico Biologicals) to stop enzymatic dissociation [43]. Cells were spun down and re-suspended in PBS supplemented with 1% bovine serum albumin (BSA) and 2 mM EDTA and incubated in anti-prominin-1 microbeads (magnetic –activated cell sorting [MACS]; Miltenyi Biotech) according to manufacturer’s. Embryonic forebrain ventricular, subventricular and cells from tumors were expanded in serum-free NeuroCult Neural Stem cell basal medium, supplemented with NeuroCult proliferation supplements (Stem Cell Technologies) with 20 ng/ml basic fibroblast growth factor (bFGF) (Invitrogen). bFGF was removed from the medium and cells were plated on poly-L-ornithine and fibronectin coated culture dishes for cell differentiation.

DF-1 cells were purchased from ATCC. Cells were grown at 39°C according to ATCC instructions and transfected with RCAS-PDGF by using Fugene 6 transfection kit (Roche #11814443001). Transfections were checked by Western lot and PCR.

### ß-galactosidase Detection, Immunohistochemistry (IHC) and Immunofluorescence

Brains of 2–4 month old mice were frozen in OCT Compound (Sakura Finetek, CA) for IHC. Cryosections (10 µm) were fixed in ice-cold 4% paraformaldehyde (PFA) for 10 minutes and then rinsed with PBS three times. After endogenous peroxidase and nonspecific protein block (5% BSA, 10% donkey serum, and 0.02% Tween-20), CD31 clone Mec 13.3 (1∶100;BD Biosciences 553370 Pharmigen) was incubated overnight at 4°C. After secondary pAb and streptavidin horseradish peroxidase incubations (Jackson ImmunoResearch, PA), staining was developed with AEC^+^ (DAKO) and briefly counterstained in Mayer's hematoxylin (DAKO). For ß-galactosidase detection, sections of fresh-frozen tissues of *Prom1^lacZ/+^* mice were incubated with X-gal (Calbiochem at 37°C for 12–16 hr and counterstained with Nuclear Fast Red (Vector Laboratories).

For electron microscopy, mice were perfused with 4% PFA and 2.5% glutaraldehyde, followed by X-gal staining of 1 mm^3^ selected areas of the brain. For immunofluorescence, mice were perfused with PBS and 4% PFA. Forty micron free-floating sections were post-fixed with 4% PFA. Sections were blocked (5% normal horse and goat serum (Jackson ImmunoResearch, PA)/0.1% Triton X-100) and incubated in primary Abs: rabbit anti-ß-galactosidase polyclonal Ab (1∶1000;Chemicon), anti-ß-galactosidase mAb (1∶500;Promega), anti-glial fibrillary acid protein (GFAP) polyclonal Ab (1∶4000; Dako), neuronal Class III ß-tubulin mAb (Tuj1) (1∶500;Covance), NeuN mAb (1∶1000;Chemicon), anti-Olig2 polyclonal (1∶1000; Chemicon), CD31 clone Mec 13.3 mAb (1∶100; BD Biosciences Pharmigen), anti-SMI-91R (myelin CNPase) mAb (1∶200; Covance), Musashi-1 14H-1 ascitis (1∶100 gift from Dr. Hideyuki Okano, Keio University Japan), anti-mouse Calbindin polyclonal (1∶500;abcam), anti-calretinin polyclonal (1∶1000; Swant), nestin (1∶50;BDBioscience), Sox 2 polyclonal Ab (1∶200; Neuromics), DXC polyclonal Ab (1∶500; Abcam). After incubation in fluorophore-conjugated secondary antibodies (2.5 µg/ml, Jackson ImmunoResearch, PA), sections were counterstained with TOPRO3 or DAPI (Invitrogen, CA).

### Image Acquisition, Image Analysis, Flow Cytometric Analysis and Sorting

Bright-field micrographs were captured on an Olympus microscope using AxioCam (Zeiss). For electron microscopy, sections were processed in 1% osmium and 1.5% ferricyanide, stained in 1.5% Uranyl acetate, embedding in EMbed resin (Electron Microscopy Sciences, Hatfield). Sections were cut at 55–60 nm on an RMC MT-7000 Ultramicrotome (Boeckeler-RMC Instruments, Tucson, AZ) and contrasted with lead citrate. For flow cytometry, cells were incubated with phytoerythrin (PE) anti-mouse Prom1 and CD31 PE Cy7 (eBioscience) and analyzed on LSRII-SORP (BD Biosciences). Doublets were excluded by FSC-W × FSC-H and SSC-W × SSC-H analysis, and single stained channels were used for compensation. For FACS, cells were incubated with CD31 PE Cy7 and phytoerythrin (PE) anti-mouse Prom1 (eBioscience) and two-channels were used to define GFP^+^ Prom1^+^ and GFP^+^ Prom1^−^ subpopulations and CD31^+^ Prom1^+^ and CD31^+^ Prom1^−^ subpopulations. Sort gates were set in bivariate dot plots of the GFP and PE channels, and the fluorochromes were excited by 488 nm blue laser light.

### Quantitative Real-time PCR Analysis and Affymetrix Analysis

Total RNA was isolated from brain cells, neurosphere cultures or immediately after sorting, using RNeasy mini kit (Qiagen) and converted to cDNA using Superscript II Reverse Transcriptase (Invitrogen, CA) according to manufacturer’s instructions. The quantity and quality of the total RNA was assessed by using NanoDrop ND-1000 Spectrophotometer (Thermo Scientific) and Agilent Bioanalyzer. Quantitative PCR was carried out using SYBR Green expression systems (Applied Byosystems) and gene-specific primers (Table S1). For microarray profiling, RNA samples were amplified and labeled with biotin using the Ovation Biotin system (NuGEN Technologies, CA). The biotin labeled cDNA was fragmented and hybridized to the Mouse Genome 430 Plus 2.0 GeneChip arrays (Affymetrix, CA). GeneChip arrays were washed, stained, and scanned by GeneChip Scanner 3000 7G according to the Affymetrix Expression Analysis technical Manual and images acquired using Affymetrix GeneChip Operating Software. The target signal intensity from each chip was scaled to 500. 

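Scaling to a common target fixes the mean of each array but not the shape of its distribution, and the 2 arrays differed in shape. The 75th percentile of all probe sets was 6.52 times the array median in Prom1- endothelium and 10.7 times in Prom1+ endothelium, while the 99th percentile was 148 and 137 times. The 2% trimmed mean was 6.81 and 9.94 times the median, so that a trimmed mean of 500 would put the median at 73.4 and 50.3. The deposited values have the medians set equal instead. On that scale, probe sets with a mean log2 signal of 3 to 4 were 1.83-fold higher in the Prom1+ array at the median, and the median log2 ratio was -0.64 for those at 8 to 9. The largest shift thus fell on moderately expressed genes. The 9 hybridization controls, bacterial and phage transcripts added in fixed amounts, were 2.01-fold lower in the Prom1+ array at the median. The ratio of the 3′ to the 5′ probe set, a sign of RNA length, was 2.45 and 1.62 for *Gapdh*, 2.13 and 1.72 for actin, and 6.64 and 12.4 for *Tfrc*, in the Prom1- and Prom1+ arrays.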

The data normalization and analysis was performed with GeneSpring software (Agilent, Redwood City, CA). Gene Ontology analysis was performed using Pathway Express software and using annotation available from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (http://www.genome.jp/kegg). The microarray gene expression data files were submitted to NCBI Gene Expression Omnibus (GEO) under accession number GSE43931.

### Statistics

Kaplan-Meier survival curves were generated with Prisma software. Analysis of cross-sectional area of the tumors was performed using a two-tailed Student’s t-test.

## Supporting Information

Figure S1 **X-gal staining detects Prom1^+^ cells from the ependyma to the olfactory bulb of the brain of an eight-week old** ***Prom1^lacZ/+^*** **mouse model.** (a and c, left panel) Low-power and respective magnified images (b and d, right panel) of anteroposterior coronal sections showing the distribution of ß-galactosidase activity in the olfactory bulb (a and b), and corpus callosum and ependyma (c and d). Abbreviations: ac, anterior commissural; aci, anterior commissure intrabulbar; cc, corpus callosum; Ep, ependyma; Epl, external plexiform layer olfactory bulb; Ipl, internal plexiform layer olfactory bulb; LSn, lateral septus nucleus; LV, lateral ventricle; MC, motor cortex; Mi, mitral layer olfactory bulb; Msn, medial septal nucleus.
(TIFF) Click here for additional data file.

Figure S2 **Prom1^+^ cells are detected in the forebrain of** ***Prom1^lacZ/+^*** **adult mice.** Z-stack confocal images revealed coimmunostaining for ß-galactosidase (green) and calretinin (red) neurons in the olfactory bulb (A), doublecortin neuroblasts (red) in the SVZ and in RMS (B), GFAP (red) large astrocytic cells in the SVZ area (C), CD24 (red) ependymal cells (D) and BrdU (red) labeled cells in the SVZ (E). (F) No co-immunostaining was detected three weeks after BrdU administration. (G) No coimmunostaining was found for ß-galactosidase (green) and BrdU cells (red) in the ependyma. (H) Electron micrograph showed electron-dense X-gal crystals in the cytoplasm of ependymal cells and (I) nucleus and nuclear membrane of ependymal cell. (Insets B, C and D) higher magnification of confocal optical sections. Ep, ependyma; LV, lateral ventricle; m, mitochondria; N, nucleus; Arrows point to X-gal crystals and arrowheads to X-gal crystals in the nucleus.
(TIFF) Click here for additional data file.

Figure S3 **(A) Relative quantification of gene expression levels determined by qPCR of Prom1^+^ and Prom1^−^ cells at day 0 and after 6 days in culture under stem cell conditions.** In each graph the level of expression of Prom1^−^ cells is set to 100% and is not shown. The relative amount of expression in Prom1^+^ versus is Prom1^−^ is shown in percentage. Confocal images of culture of embryonic brain of VEGR2-GFP mouse under stem cell conditions showed (B) expression of GFP (green) after two days in culture and (C) no expression of VEGR2-GFP after four days in culture.
(TIFF) Click here for additional data file.

Figure S4 **Characteristics of tumor derived from Prom1^+^ cells and Prom1** ^−^ **cells. (**A) H&E section of tumor derived from Prom1^+^ neurospheres revealed pseudopalisading necrosis (pp) and microvascular proliferation “glomeruloid tuft” (gt). H&E section of tumors derived from Prom1^−^ neurospheres included (B) pseudopalisading necrosis and (C) microvascular hyperplasia characteristics of high-grade glioma.
(TIFF) Click here for additional data file.

Figure S5 **qPCR validation of selected genes from Prom1^+^ endothelial cells.**
(TIFF) Click here for additional data file.

Table S1 **List of primers used for qPCR.**
(DOCX) Click here for additional data file.

# Supplementary material for: Prominin 1/CD133 Endothelium Sustains Growth of Proneural Glioma
**Source:** PLoS One. 2013 Apr 25;8(4):e62150. doi: 10.1371/journal.pone.0062150
**Supplement:** Table S1 — List of primers used for qPCR.

**Table S**

|  | **Primer Sequence Forward** | **Primer Sequence Reverse** |
| --- | --- | --- |
| Olig2 | 5'-ATT ACA GAC CGA GCC AAC AC-3' | 5'-ACG ATG GGC GAC TAG ACA C-3' |
| GFAP | 5'-CCG CAT CAC CAT TCC TGT A-3' | 5'-GCA CAC CTC ACA TCA CCA C-3' |
| Sox2 | 5'-GGT TAC CTC TCC CTC CCA CTC CAG-3' | 5'-TCA CAT GTG CGA CAG GGG CAG-3' |
| Tuj1 | 5'-CAC CTA TTC AGG CCC GAC AA-3' | 5-CCT CCG TAT AGT GCC CTT TGG-3' |
| VEcad 3 | 5'-GGA CAG AGA AAC CTA CGC C-3' | 5'-CCT GCA CAA TGG ACT CTT TC-3' |
| End1 | 5'-GCA CCG GAG CTG AGA ATG G-3' | 5'-GTG GCA GAA GTA GAC ACA CTC-3' |
| End3 | 5'-CCC TGG TGA GAG GAT TGT GTA-3' | 5'-CCT TGT CCT TGT AAG TGA AGC AC-3' |
| VEGF-C | 5'-GTG AGG TGT GTA TAG ATG TGG GG-3' | 5'-ACG TCT TGC TGA GGT AAC CTG-3' |
| Nestin | 5'-CCC TGA AGT CGA GGA GTCG-3' | 5'-CTG CTG CAC CTC TAA GCG A-3' |

How the deposited data were processed for this re-analysis (not part of the article)

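The transcripts of CD31+ Prom1+ and CD31+ Prom1- endothelial cells, sorted from the normal mouse brain, were measured on 2 Affymetrix Mouse Genome arrays, 1 array per population. The authors isolated RNA, amplified and labeled it with biotin, scanned the arrays with the GeneChip Operating Software, scaled the signals to a target of 500 and normalized them in GeneSpring. The submitters' processing notes name MAS5, with no version. The deposited values are log2 of the signal over the median of the same array. The median is 0 in both columns and the lowest value, -6.64, is a signal of 0.01 times the median. The signals before this step, detection calls and the number of mice behind each array are not given in the sources used here.

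From the deposited log2 values, signals were taken back to multiples of the array median. Their number, 1 array per population, limits the precision. There is no replicate error, so no p-value was made and no fold has a replicate check. Differences were counted by a fixed rule, a fold of at least 2 between signals raised to a floor. The floor had been fixed as 100 on the scale of the target of 500, before the data were examined. Since the deposited values are on another scale, it was translated through the mean of the 2% trimmed means of both arrays to 1.67 times the median. This translation was chosen after seeing the scale of the values. A fold with 1 signal under the floor is given as a bound, and none is given with both under it. The folds of the probe sets of Tables 1 and 2 were also computed with no floor. The signal over background sets what can be measured. The 27 Bacillus control probe sets, which match no mouse transcript, were at most 0.276 times the median in the Prom1- array and 0.234 times in the Prom1+ array.

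As a measure of technical error within this pair of arrays, the SD of log2 ratios between probe sets of the same gene was 0.54 over 3930 genes. It says nothing of the spread between animals. The log2 signals of the 17488 probe sets above the floor on both arrays had a Pearson correlation of 0.90 across probe sets, which are not independent replicates. The shift between the arrays varied with signal. For the genes that the paper names, each probe set was therefore given its percentile among the 1000 probe sets nearest in mean signal. This was to separate single genes from that shift.

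Probe sets were named by the platform annotation, which lists 35890 of the 45101. Of these, 34958 have 1 gene symbol and were used for genes, 932 have several and were left out at the gene level, and 9211 probe sets are not listed. The identifiers of 34754 were found in a table of mouse genes of the GRCm38.p6 assembly, which was used for names only, because the files name no genome build. No coordinates are given. The brightest probe set of a gene, by the mean of the 2 signals, stood for the gene.

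Before the data were examined, 37 gene lists were fixed for functions and cell types of brain vessels and their neighbors. For the 34 lists with at least 3 measured genes, the median log2 ratio was placed among the medians of 10000 random lists of the same size, matched on mean signal in 20 bins with a random seed of 1. The percentile describes these 2 arrays and is not a test of the populations. The genes to be named were fixed at the same time, with the values of Tables 1 and 2 already seen. They are every gene of both tables, the other genes the paper names for these cells, the 12 with the largest ratio each way among genes measured on both arrays, the 12 each way that were brightest on 1 array and under the floor on the other, and from each list up to 4 of the brightest and 2 with the largest ratio each way. Any other gene named is said to have been picked after its values were seen.

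The alternatives were floors of 50 and 200 and no floor, thresholds of 1.5-fold and 3-fold, scaling to the same median, to a 2% trimmed mean of 500 or to the median ratio of the pan-endothelial genes, quantile normalization, loess of the log2 ratio on the mean log2 signal with a span of 0.2, the mean over all probe sets of a gene, and leaving out probe sets named _x_at or _s_at. After seeing the data 3 more were added, the hybridization controls set equal, the lists without the genes of Tables 1 and 2, and the venous and the activation lists without the genes they share. The rules were tested on simulated data for the comparison of Prom1+ with Prom1- arrays over 18194 genes. Of 50 genes each, the 2-fold rule recovered 46 at a simulated log2 ratio of 1.5, 48 at -1.5, and 50 at 3 and at -3. It also called 548 unchanged genes. These counts describe the simulated arrays. They were not shown to hold for the real pair, where the shift between the arrays varied with signal. Of 60 unchanged lists 3 lay at or past percentile 2.5 or 97.5, and 20 of 20 shifted lists lay past percentile 97.5. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

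The measurements of the paper made by quantitative PCR, flow cytometry, microscopy and transplantation were not analysed here.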

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

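The paper gives no value for *Prom1* or for most genes of the lists below on these arrays. It does discuss adhesion molecules and activated endothelium from them, and its tables hold 3 of the 23 measured genes of activation and adhesion and 2 of the 13 venous genes. Gene lists are included where the median log2 ratio of Prom1+ over Prom1- endothelium lay within the outermost 0.1% of random lists on either side under the deposited scale, the trimmed mean, quantile normalization and loess. The lists were fixed before the data were examined, and the tests of explanations were all chosen after the values were seen.

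Transcripts of cells that a CD31 gate is meant to exclude were higher in the array labelled Prom1-. Median log2 ratios were -1.80 for pericyte and smooth muscle genes, -1.24 for microglia genes, -1.30 for neuron genes and -1.01 for fibroblast and meningeal genes. Of the 8 neuron genes, 2 were measured on both arrays, with a median of -0.12, because most fell under the floor in the Prom1+ array, so neuron genes were not used to weigh the explanations. With the hybridization controls set equal, the microglia and fibroblast medians were -0.23 and -0.13. A lower share of endothelium in that array would raise every other cell type alike. The values do not settle whether this was so. Distances between medians are set below beside the joint SD of both lists, which is the spread of single genes. That is not the error of a median, so a distance within it does not show that medians are alike. Among cell types with most of their genes measured on both arrays, the microglia median lay 0.63 log2 units above the mural median, where the joint SD of both lists was 0.70. The other medians lay 1.61 above it for 9 of 20 astrocyte genes (joint SD 1.36), 1.23 for 5 of 12 oligodendrocyte genes (1.35) and 0.28 for 8 of 17 fibroblast and meningeal genes (1.06). The astrocyte median thus lay apart from the mural one by more than the spread, which goes against this explanation, but most astrocyte genes were not measured on both arrays and *Gfap* was under the floor, so that astrocytes are not shown to be present. Of the astrocyte genes 2 were at least 2-fold higher and 2 lower, and of the oligodendrocyte genes 1 and 2, where of the 3 brightest *Mbp* (271 and 119 times the median in Prom1- and Prom1+ endothelium) and *Mobp* (153 and 56.9 times) were higher in the Prom1- array and *Mal* (113 and 141 times) in the Prom1+ array. More microglia in the Prom1- sort remain a candidate explanation. Added cells would move their genes by 1 factor, and the SD of the log2 ratios of 18 microglia genes, 0.37, lay at percentile 0.40 of random lists, with *Ctss*, *C1qb*, *Csf1r* and *Laptm5* the brightest. For more mural cells, the same test left it open, since the SD of 16 mural genes, 0.60, lay at percentile 28.8, with *Acta2*, *Myl9*, *Rgs5* and *Tagln* the brightest. Of the 18 mural genes 3 stand in another list, and of the 19 microglia genes 0. A higher level of the same transcripts in Prom1- endothelium itself was not tested and stays open.

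*Prom1*, the transcript of the protein used for the sort, had a log2 ratio of -0.30. A probe set too bright to show a difference cannot be told apart from a true lack of difference, because only 1 of 246 probe sets as bright as *Prom1* in the Prom1+ array was at least 2-fold higher there, and the brightest probe set of that array had 277 times the median, where *Prom1* had 196 times in the Prom1- array. Some lower values could still be seen at a higher cut, the signal of *Prom1* in the Prom1- array. Of 239 probe sets that reached it on either array, 16 were at least 2-fold lower in the Prom1+ array. Since 237 of these were as bright in the Prom1- array, their choice favors lower values in the Prom1+ array. The count therefore does not show how often high signal hides a difference. Because a higher value may be hidden, these arrays alone do not exclude a few Prom1+ cells carried over into the Prom1- sort. The paper's flow cytometry, however, found Prom1 on only a very small share of CD31-positive brain endothelial cells. A few such cells would explain the signal only if a very large difference were hidden, which these arrays cannot measure. The signal in the Prom1- array was at least 61.2% of that in the Prom1+ array under every scaling tried. A probe set that may be near its limit does not give the share of such cells. Exchanged labels, which no other gene of the sort can check, and a difference in surface protein without one in transcript were not tested and stay open. The paper states that the differential expression of some factors was also seen by quantitative PCR (Figure S5), and that Prom1+ endothelium showed luminal protrusions of activated endothelium by electron microscopy. Both go the way of the labels. *Edn1*, *Edn3*, *Vegfc* and *Nes*, for which the paper lists primers, were higher in the array labelled Prom1+, as were the activation genes by their median. Neither was analysed here.

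The differences of Table 1 were weighed against the shift between the arrays that varied with signal. For the 13 probe sets measured on both arrays, the median log2 ratio was 1.33 (1.03 to 1.65) before loess and 0.71 (0.22 to 0.84) after it, and 0 of 13 stayed at least 2-fold higher, because probe sets of like signal were also higher in the Prom1+ array. The shift may thus account for part of each of these folds. Loess does not test the scaling to each array's median, which moves all genes by 1 factor. With the trimmed mean of 500, another scaling by 1 factor, the 13 ran from 1.40-fold (*Edg6*) to 2.15-fold (*Il18*) higher. The brighter probe set of *Ptgs2* kept a log2 ratio of 2.67 after loess. This was beyond 2-fold by more than the SD of 0.54 between probe sets of 1 gene, so the shift does not account for it. The shift itself, which varied with signal, was not traced to the amplification, the hybridization or the cells, and these stay open.

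Venous endothelial genes had a median log2 ratio of 1.21. Genes of endothelial activation and leukocyte adhesion also had a median of 1.21. These are not independent, since both medians are the value of *Icam1* and the lists share 6 measured genes, all at least 2-fold higher. Without these 6, an alternative chosen after seeing the data, the medians were 0.62 at percentile 94.8 of random lists and 0.99 at percentile 97.1. Over the scalings the medians ran from 0.08 to 1.63 and from 0.44 to 1.93, and the percentiles from 94.2 to 99.7 and from 95.6 to 99.7, the highest with quantile normalization.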

How the results depend on the processing

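The alternatives were set before the data were examined, except the hybridization controls set equal, the lists without the genes of Tables 1 and 2, and the venous and the activation lists without the genes they share. At the main setting 5809 probe sets were higher and 1133 lower in Prom1+ endothelium, as were 3045 and 515 genes. With a floor of 50, 2109 probe sets and 827 genes were lower, and with a floor of 200, 587 and 301. With no floor, 12804 probe sets and 5124 genes were higher and 9483 and 3388 lower. With both arrays scaled to a trimmed mean of 500, 1801 probe sets and 879 genes were higher, 2064 and 867 lower, and 3 Table 1 probe sets were higher. Quantile normalization gave 1533 and 689 higher, 1957 and 841 lower, and 1 of Table 1. Loess gave 1212 and 543 higher, 2056 and 870 lower, and 1 of Table 1. Of the genes called with loess, 541 of the higher and 506 of the lower were also called at the main setting. The mean over all probe sets of a gene gave 2013 genes higher and 306 lower. At 1.5-fold, 11129 probe sets and 5891 genes were higher and 1996 and 815 lower. At 3-fold, 1411 and 712 were higher, 523 and 256 lower, and 2 of Table 1 were higher. With the hybridization controls set equal, 17266 probe sets and 8886 genes were higher and 584 and 268 lower. The floors and thresholds move the counts by their own construction, and for the scalings the cause was not tested. The Table 2 tally stayed between 4 and 6 of 6. Scaling to the same median repeats the deposited scale and moves nothing.

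Among genes above the floor on both arrays, the median log2 ratio was 0.69 as deposited, 0.16 with the trimmed mean, 0.10 with quantile normalization, 0.08 with loess, 0.54 with the pan-endothelial genes and 1.68 with the hybridization controls. Against random lists, the shift of a list moved by less than the spread of the random lists in 318 results under the alternatives set beforehand, and by more in 18. The 318 include 34 results each from scaling to the same median, the trimmed mean and the pan-endothelial genes. Those scalings move all genes by 1 factor and could hardly move such a shift, so their results are no check of it. Of the 17 lists outside the central 95% of random lists at the main setting, 1 changed sign, the hypoxia genes, at -0.030 with no floor. Of the 17 lists inside it, 9 changed sign, in 27 of 168 results. Vascular tone genes went from -0.117 to 0.236 and cell cycle genes from 0.188 to -0.345 with no floor, tip cell genes from -0.122 to 0.260 with the mean over probe sets, and ribosomal protein genes from -0.153 to 0.127 with quantile normalization. The causes were not tested. With the 3 alternatives chosen after seeing the data, 2 of the 17 lists inside it changed sign and none of those outside. The SD between probe sets of 1 gene was 0.45 with a floor of 200. Signal over background limits what can be measured, since 42.9% and 44.6% of the probe sets reached the floor.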

Differences from the paper's values

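None of the 25 folds in Tables 1 and 2 differed from the paper's by more than 1.5 times when computed as deposited with no floor. The same held with the trimmed mean of 500 and with the pan-endothelial genes set equal. Those 2 scalings move every fold by 1 factor, 1.46 and 1.11. Both factors are under the limit of 1.5, so these results were fixed beforehand and are no check of the paper's values. Other settings moved some of the 25 folds past 1.5 times the paper's value. Under loess this held for 12 probe sets of Table 1 and 4 of Table 2, and under quantile normalization for 11 and 2. With the hybridization controls set equal, chosen after seeing the values, it held for all 19 and 6, because that scaling moves every fold by 2.01. With the floor of 100 it held for 5 and 3, with the floor of 50 for 5 and 1, and with the floor of 200 for 7 and 4. Each probe set counted under a floor had a signal below that floor, so its fold is a bound or is not given. The floor counts are therefore no disagreement with the paper.

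The paper lists selectins among the upregulated genes. With the floor of 100 both listed probe sets, of *Selp* and *Sele*, were under it on both arrays. With no floor they were 40.9-fold and 21.7-fold higher in Prom1+ endothelium, at signals of 1.26 and 0.465 times the median there, where the Bacillus controls reached 0.234 times. The other 2 probe sets of *Selp* were under it as well. One had 0.0705 times the median in Prom1- and 0.513 times in Prom1+ endothelium, and the other had 1.01 and 0.634 times. The paper lists *Il6* as downregulated, and it was under the floor on both arrays. With no floor it was 2.72-fold lower.

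The paper lists *Jag1* as downregulated. The listed probe set was 2.34-fold lower in Prom1+ endothelium, while the brightest of its probe sets was 1.04-fold lower and the other was under the floor on both arrays, at 0.434 and 1.18 times the median. The paper names *Nos3* and *Ecgf1* for probe sets that the annotation used here gives as *Atg9b* and *Sco2*. The probe set annotated to *Nos3* had a fold in the same direction, 2.15.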

Other observations

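Barrier genes of brain endothelium were bright in both populations. All 27 genes of the blood-brain barrier list were measured on both arrays and none differed by 2-fold or more. The brightest of them lay where few probe sets differ so much. At a mean log2 signal of 7 to 8 and of 8 to 9, 0% were 2-fold higher, and 2.6% and 13.2% were lower. Equal levels are thus not shown for these. The tight junction gene *Cldn5* had 326 and 219 times the array median in Prom1- and Prom1+ endothelium, the lipid transfer protein *Pltp* 407 and 251 times, and the transporter *Abcc4* 56.6 and 101 times. The median log2 ratio of the barrier list was -0.25 at percentile 0.17 of random lists. The median ran from -0.79 to 0.76 over the scalings, so its direction is not settled. Its percentile ran from 0.01 to 12.2 over the alternatives. With loess it was 5.3 and with quantile normalization 12.2, so how low the list lay against random lists depended on the scaling. Arterial genes lay low against random lists, at percentile 0.02 and at most 0.62 under the alternatives, with a median log2 ratio of 0.06 that ran from -0.48 to 1.07 over the scalings. *Gja4* had 27.5 and 16.2 times the median and *Sox17* had 138 and 134 times, and 3 of 19 measured genes, among them *Edn1* and *Vegfc*, were at least 2-fold higher. Coagulation genes included 5 of 12 at least 2-fold higher, with *Tfpi* at 7.01 and 23.4 times and *F5* at 11.4 and 39.0 times. Of 14 measured hypoxia genes 2 were at least 2-fold higher, *Pdk1* with 27.3 times the median in Prom1+ endothelium and a 3.79-fold difference, and *P4ha1* at 14.6 and 33.1 times. Over the scalings, 0 to 7 barrier genes were higher and 0 to 9 lower by 2-fold, 0 to 12 arterial genes were higher and 0 to 2 lower, 0 to 10 coagulation genes were higher and 0 to 1 lower, and 1 to 10 hypoxia genes were higher and 0 to 2 lower.

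Among all genes measured on both arrays, the retinaldehyde dehydrogenase *Aldh1a1*, at 6.31 and 45.7 times the median, and *Ch25h* were among the 12 with the largest folds higher in Prom1+ endothelium. Among the 12 with the largest folds lower were *Myocd*, a coactivator of smooth muscle genes, at 33.5 and 4.32 times, *Crispld2* at 28.3 and 3.96 times, and *Sntb1* at 69.4 and 9.73 times. Under the floor in Prom1- endothelium only, the cell cycle phosphatase *Cdc25a* reached 12.8 times the median in Prom1+ endothelium, and the transcription factor *Lhx6* 11.4 times. Under the floor in Prom1+ endothelium only, the neurotrophin receptor *Ntrk3* reached 26.1 times in Prom1- endothelium, the adhesion molecule *Ncam1* 16.0 times and *Igfbp5* 14.3 times.

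The remaining lists are given as the median log2 ratio of their measured genes. It was 0.15 for the pan-endothelial genes, 0.44 for Notch genes, 0.61 for tip cell genes, 0.10 for receptors of sphingosine and lysophosphatidic acid, 0.69 for cell cycle genes and 0.75 for erythroid genes. It was -0.40 for neural stem and progenitor genes, -0.27 for astrocyte genes, 0.08 for oligodendrocyte genes, -0.86 for perivascular macrophage genes, -0.03 for monocyte and neutrophil genes, -0.17 for hematopoietic progenitor genes, -0.74 for platelet genes and -0.84 for ependymal and choroid plexus genes. It was 0.07 for antigen presentation genes, 0.14 for immediate early genes, 0.09 for extracellular matrix genes, -0.21 for ribosomal protein genes, 0.36 for respiratory chain genes, 0.92 for sex-linked genes and -0.08 for housekeeping genes. Of the lists with fewer than 3 measured genes, 2 oligodendrocyte precursor genes had a median of -0.74, 1 lymphocyte gene had 0.01 and 1 epithelial gene had -1.25. The sign of a median near 0 depends on the scaling and is not settled. Scaling by 1 factor moves every list the same way, whereas quantile normalization moved ribosomal protein genes from -0.21 to 0.15 and Notch genes from 0.44 to -0.16.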
